# Characterization of miRNAs in Extracellular Vesicles Released From Atlantic Salmon Monocyte-Like and Macrophage-Like Cells

**DOI:** 10.3389/fimmu.2020.587931

**Published:** 2020-11-11

**Authors:** Nicole C. Smith, Gabriel Wajnberg, Simi Chacko, Nardos T. Woldemariam, Jacynthe Lacroix, Nicolas Crapoulet, D. Craig Ayre, Stephen M. Lewis, Matthew L. Rise, Rune Andreassen, Sherri L. Christian

**Keywords:** extracellular vesicles, microRNA, Atlantic salmon, RNA-sequencing, RNA-seq, macrophage, head kidney culture

## Abstract

Cell-derived extracellular vesicles (EVs) participate in cell-cell communication *via* transfer of molecular cargo including genetic material like miRNAs. In mammals, it has previously been established that EV-mediated transfer of miRNAs can alter the development or function of immune cells, such as macrophages. Our previous research revealed that Atlantic salmon head kidney leukocytes (HKLs) change their morphology, phagocytic ability and miRNA profile from primarily “monocyte-like” at Day 1 to primarily “macrophage-like” at Day 5 of culture. Therefore, we aimed to characterize the miRNA cargo packaged in EVs released from these two cell populations. We successfully isolated EVs from Atlantic salmon HKL culture supernatants using the established Vn96 peptide-based pull-down. Isolation was validated using transmission electron microscopy, nanoparticle tracking analysis, and Western blotting. RNA-sequencing identified 19 differentially enriched (DE) miRNAs packaged in Day 1 versus Day 5 EVs. Several of the highly abundant miRNAs, including those that were DE (e.g. ssa-miR-146a, ssa-miR-155 and ssa-miR-731), were previously identified as DE in HKLs and are associated with macrophage differentiation and immune response in other species. Interestingly, the abundance relative of the miRNAs in EVs, including the most abundant miRNA (ssa-miR-125b), was different than the miRNA abundance in HKLs, indicating selective packaging of miRNAs in EVs. Further study of the miRNA cargo in EVs derived from fish immune cells will be an important next step in identifying EV biomarkers useful for evaluating immune cell function, fish health, or response to disease.

## Introduction

Extracellular vesicles (EVs) are cell-derived, lipid bilayer-enclosed particles that are secreted from many, if not all, cell types, including immune cells (1–3). Three categories of EVs have been described: exosomes (30–100 nm in diameter), which are formed when multivesicular bodies fuse with the plasma membrane to release intraluminal vesicles; microvesicles (100–1000 nm in diameter), which are formed from direct budding of the plasma membrane; and apoptotic bodies (>1 μM in diameter), which are formed from the blebbing membrane of an apoptotic cell (4, 5). For the purpose of this study, the term EV will refer to exosomes and microvesicles since, due to our isolation methods, large apoptotic bodies are unlikely to represent a major contribution to the observed results. EVs share some common characteristics, which enable their identification from cells and other particles. Among the most robustly validated canonical markers are membrane-associated proteins such as heat shock proteins (HSP70, HSP90) and certain members of the tetraspanin superfamily of proteins (CD9, CD63, CD37, CD81, CD82) (4, 6). While EVs have been widely studied in mammals, there are only a few studies that examine EVs in teleost fish, which will be discussed below (7–12).

EVs participate in cell-cell communication *via* transfer of their molecular cargo, which can include messenger RNA (mRNA), microRNA (miRNA), DNA, and protein (2, 13). In mammals, EVs have been implicated in many physiological and pathological processes, including immune cell regulation and host-pathogen interactions (14, 15). Phagocytic immune cells have been shown to use EVs as a mechanism to regulate neighbouring cells within their environment. For example, pathogen-challenged macrophages release EVs containing pathogen associated molecular patterns (PAMPs) that stimulate recipient cells to produce cytokines including IL-10, IFNγ, TNFα, and IL-1β (16–19). Similarly, B cells and dendritic cells can use EVs carrying surface-bound MHC I and II molecules to present antigens and stimulate T cell activation (14, 20, 21). EVs are derived from cells under both normal and pathological conditions, and their molecular cargo is reflective of their cell of origin. For instance, tumour cells have been shown to release EVs containing tumour-specific miRNAs (22). Therefore, EVs can also serve as biomarkers for health and disease (23).

Mature miRNAs are short (~22 nucleotides), non-coding RNAs that play a key role in the regulation of biological processes *via* post-transcriptional regulation of gene expression (24–26). As part of the RNA induced silencing complex (RISC) the mature guide miRNAs downregulate gene expression by binding to partially complementary mRNA sequences to either block their translation or induce their degradation (25). EVs can transfer miRNAs between cells where they can regulate the expression of various genes, including those relevant for cell differentiation and immune response (27–29). In teleost fish, miRNAs have been reported to be involved in cell differentiation, growth, reproduction, and regulation of immune responses (30, 31). For example, miR-21 modulates the inflammatory response in miiuy croacker (*Miichthys miiuy)* and grass carp (*Ctenopharyngodon idella*) following *Vibrio anguillarum* and *Aeromonas hydrophila* infection, respectively, and miR-155 is associated with the immune response of several fish species following viral challenge (31–33). Additionally, small RNA deep sequencing has identified differential miRNA expression in multiple tissues of various teleost fish species following pathogen exposure (30, 31, 34–36). Some miRNAs involved in the teleost immune response are also associated with the immune response of mammals, suggesting the function of these miRNAs may be evolutionarily conserved (31, 37). However, putative fish-specific miRNAs, such as miR-2188 and miR-731, play a role in the immune response of several fish species, but have not been described in mammals (34, 38–41).

Macrophages play a critical role in initiating an immune response through several processes including phagocytosis, production of reactive intermediates, and production of cytokines and other pro- and anti-inflammatory proteins (42, 43). Two major types of macrophages have been characterized depending on their activation and cytokines produced: M1 (pro-inflammatory) and M2 (anti-inflammatory) (42, 43). While M1 macrophages are involved in the ability to respond to pathogenic challenge, M2 macrophages are involved in processes such as tissue remodeling, fibrosis and wound repair (42, 43). In fish, an adherent population of leukocytes, consisting of multiple cell types including macrophages and their precursors monocytes, can be isolated and cultured from the anterior (or head) kidney, which is the main site of hematopoiesis in fish and equivalent to the mammalian bone marrow (44–46). Based on morphology, phagocytic ability, and miRNA profile, our previous research suggested that Atlantic salmon head kidney leukocytes (HKLs) change *in vitro* from primarily monocyte-like at Day 1 of culture to primarily macrophage-like at Day 5 of culture (47). Therefore, we analyzed the miRNA profile of EVs released from these two cell populations. If differentially packaged miRNAs are present in the two populations, they may help distinguish EVs released by monocytes or progenitor cells (Day 1) from EVs released from macrophages (Day 5). This is particularly relevant for health and disease monitoring. Monocytes represent a comparatively naïve, steady-state cell type, whereas their differentiation into macrophages is associated with active immunity, response to pathogenic conditions, and antigen presentation (48–50). As such, identifying EVs with differences in miRNA abundance between monocytes and macrophages could provide a means for quantifying the activity of the immune system.

Studying EVs and their packaged cargo in teleost fish may aid in the identification of biomarkers of health, disease and/or response to environmental stressors. Using Q-TOF mass spectrometry (MS), proteins including MHCIIB, HSP70 and HSP90 were identified in EVs derived from Atlantic salmon leukocytes that were stimulated with cytosine–phosphate–guanosine (CpG) oligonucleotides, an established PAMP analogue (7, 12). Similarly, proteins including granulins, MHCI, MHCII, and proteasome subunits were identified in serum-derived EVs from Atlantic salmon infected with *Piscirickettsia salmonis* (8). In rainbow trout (*Oncorhynchus mykiss*), it was demonstrated that heat shock induced the release of HSP70 enriched exosomes *in vivo* isolated from plasma, and *in vitro* isolated from cultured hepatocytes (10). The differential loading of EV cargo molecules, including miRNAs between physiological states, has been established in mammals (22, 23). If EVs have similar characteristic differences in miRNA profiles in teleost fish they may serve as molecular signatures for fish physiological state. For example, Atlantic cod (*Gadus morhua*) reared in elevated water temperature were found to have serum EVs with different protein and miRNA cargo than control Atlantic cod reared in optimal water temperature (9). Additionally, signature miRNAs corresponding to sex differentiation were identified in serum EVs of tongue sole (*Cynoglossus semilaevis)*, allowing early detection of sex differentiation, which may enhance the efficiency of reproduction and cultivation (11). Studying the miRNA cargo of fish EVs is, therefore, of considerable interest in understanding how they may be related to fish culture, health, and response to disease. The use of EVs from blood samples, for example, as opposed to more invasive biopsies, or sacrificed animals, may be used for responsive, potentially non-lethal, and timely monitoring of health in both wild and farmed fish. Characterizing EVs and their cargo derived from immune cells is a key first step in determining immune-related EV specific biomarkers.

## Materials and Methods

### Animals

The Atlantic salmon (1.5 kg +/- 0.3 kg) used for this experiment were reared in the Dr. Joe Brown Aquatic Research Building (JBARB) of the Ocean Sciences Centre and kept at 12°C with 95%–110% oxygen saturation, using a flow-through seawater system. All procedures in this experiment were approved by Memorial University of Newfoundland’s Institutional Animal Care Committee (18-01-MR; 14-02-MR), following the guidelines from the Canadian Council on Animal Care. Due to the limiting number of HKLs isolated per fish, and the low amount of RNA available in EVs, a total of 16 Atlantic salmon were used in this study: five individuals for RNA-seq (one individual was excluded from RNA-seq due to low RNA yield), five individuals for reverse transcriptase (RT)-qPCR and nanoparticle tracking analysis (NTA), three individuals for Western blot, and three individuals for transmission electron microscopy (TEM).

### Head Kidney Leukocyte Isolation

HKLs have been used in several fish immunology studies [e.g. (44, 51–53)]. In this study, HKLs were isolated as previously described in Smith et al. (47). Briefly, the HK was removed and placed in isolation media: Leibovitz-15 medium (L-15 Gibco, Carlsbad, CA, USA) supplemented with 2.5% fetal bovine serum (FBS, Gibco), 1% penicillin/streptomycin (Gibco) and 27.5 mg of heparin (Sigma-Aldrich, St. Louis, MO, USA). The HK was forced through a 100 µm nylon cell strainer (Thermo-Fisher Scientific, Waltham, MA, USA) to generate a single-cell suspension, which was then loaded onto a 34/51% Percoll (GE Healthcare, Uppsala, Sweden) gradient (prepared with UltraPure DNase/RNase-Free Distilled Water (Thermo-Fisher Scientific) and 10X Hank’s Balanced Salt Solution (HBSS; Sigma-Aldrich) and centrifuged at 500 x g for 30 min at 4˚C. Following centrifugation, the interface between the 34% and 51% gradient, which consists of leukocytes, was collected and washed twice in isolation media at 500 x g for 5 min at 4°C. The cells were re-suspended in culture media (L-15 supplemented with 5% FBS and 1% penicillin/streptomycin; held on ice), and viable cells were counted on a haemocytometer using Trypan Blue (Sigma-Aldrich) dead-cell exclusion. The cells were then seeded in 6-well culture plates (Corning, Corning, NY, USA) at 3 x 10^7^ cells in 2 mL of culture media per well and incubated at 15˚C. Six hours after plating, the cells were washed twice in culture media, leaving only the adhered cells. The media of the cells to be sampled on Day 1 was replaced with vesicle-free culture media, while the media of the remaining cells was replaced with regular culture media. Vesicle-free culture media was made as follows: culture media was prepared as described above, except with double the amount of FBS (10% FBS). The media was centrifuged at 100,000 x g for 16 h at 4°C. The supernatant was sterilized through a 0.22 μm filter and then diluted with depleted culture media (media without FBS) to reach a final concentration of 5% FBS (54). Twenty-four hours later, the media from Day 1 cells was collected and centrifuged at 1800 x g for 5 min at 4°C, followed by 17,000 x g for 15 min at 4°C, to eliminate cells and debris. The media was stored at -80°C until further processing. This procedure was then repeated for Day 5 cells where the media was replaced with vesicle-free media 24 h before sampling. In the current study’s Day 5 cultures, macrophage-like cell morphology as see in (47) was confirmed by eye. In addition, viability was assessed by lack of cell debris for each experiment.

### Transmission Electron Microscopy

The morphology of HKL-derived EVs was analyzed using TEM. Five microlitres of culture media containing EVs were placed on a copper formvar/carbon grid (Electron Microscopy Sciences, Hatfield, PA, USA) and stained with 2% Uranyl Acetate for 1 min, followed by a 1 min wash in 0.1 µM filtered phosphate buffered saline (PBS; Thermo-Fisher Scientific) at room temperature. Imaging was performed using a Tecnai Spirit Transmission Electron Microscope, equipped with a 4 megapixel AMG digital camera.

### Nanoparticle Tracking Analysis

Culture media containing EVs released from Day 1 HKLs and culture media containing EVs released from Day 5 HKLs was diluted 1:10 in 0.1 μM filtered PBS, and the concentration and size of the EVs were analyzed using a NanoSight NS300 (Malvern Panalytical, St-Laurent, Quebec, CA). Samples were applied to the NanoSight using a continuous syringe pump. The number of particles in the window was kept at 40–100 per frame. The screen gain was set to 3.0 and the camera level to 13. Five videos were recorded per sample at 60 s per video.

### Extracellular Vesicle Isolation

EVs were isolated using the Vn96 peptide (New England Peptide, Gardner, MA, USA) following the manufacturer’s instructions. Vn96 binds to at least 5 unique HSPs secreted by a variety of different cell types (55, 56). In addition, Vn96 isolates EVs with reduced contamination from protein aggregates or lipoproteins, compared to other methods of EV isolation (i.e. ultracentrifugation) (57) . Briefly, 1 ml of EV-containing media was incubated with 40 μl (2.5 mg/ml) of Vn96 for 1 h, rotating, at room temperature. Following the 1 h incubation, the EV-containing media was centrifuged at 17,000 g for 15 min at 4°C. The pellet was washed 3 times in 0.1 μm filtered PBS at 15,000 x g for 10 min at 4°C and resuspended in the appropriate buffer: 100 μl of mirVana lysis buffer for RNA isolation or 30 μl of radioimmunoprecipitation assay buffer (RIPA: 50 nM Tris-HCl, 0.02% sodium azide, 0.5% sodium deoxycholate, 0.1% SDS, 1% NP-40, 150 mM NaCl) for Western blot.

### Western Blot

All samples (Atlantic salmon head kidney and liver, Vn96 isolated EVs and murine Wehi-231 B-cells) were lysed in RIPA buffer supplemented with 1:100 of 10 mg/ml PMSF (Sigma), 1 μM aprotinin (Sigma) and 1X HALT protease inhibitor cocktail (Thermo-Fisher). Protein content of the head kidney and liver samples was determined using the bicinchoninic acid (BCA; Thermo-Fisher Scientific) assay following the manufacturer’s protocol. One, 5 and 10 μg of head kidney and liver lysate and all of the Wehi-231 lysate (from 5.0 x 10^5^ cells) or 10 μl of EV lysate were run on 10% SDS-PAGE gels followed by transfer to nitrocellulose membranes. Blocking was performed using 5% (w/v) skim milk in tris buffered saline plus tween (TBST) for 1 h at room temperature. Anti-mouse HCS 70 (B-6) (sc-7298; Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA) and HSP 90 (4F10) (sc-69703; Santa Cruz Biotechnology Inc.) antibodies were used at 1:400 diluted in TBST + 5% skim milk, while the secondary goat-anti-mouse IgG-HSP antibody (sc-2005; Santa Cruz Biotechnology Inc.) was diluted at 1:1000. Primary antibodies were incubated overnight at 4°C and the secondary antibody was incubated for 1 h at room temperature. Immobilon Western Chemiluminescent HRP Substrate (Millipore, Oakville, Ontario, Canada) was used for signal detection. Images were acquired using an AlphaImager Gel Documentation system with FluorChem HD2 software, version 3.4.0. Image manipulation was limited to adjustments to brightness and contrast of the entire image.

### Total RNA Isolation

Total RNA was extracted using the mirVana miRNA isolation kit (Ambion, Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. Thirty microlitres of elution solution were used to resuspend the pellet and quantity was determined by NanoDrop spectrophotometry. Similar quantities of RNA were isolated from Day 1 and Day 5 HKL EVs, indicating that both populations of cells secrete similar amounts of EV cargo. Samples were sent to the Atlantic Cancer Research Institute (Moncton, New Brunswick, Canada) for library preparation and sequencing.

### Library Preparation and miRNA Sequencing

RNA quality was assessed on a 5200 fragment analyzer (Agilent Technologies, Santa Clara, CA, USA) using the HS RNA assay and the HS small RNA assay (Agilent Technologies). Eight small RNA libraries were prepared using the Clean Tag Small RNA library prep kit following manufacturer recommended conditions (TriLink Biotech, San Diego, CA, USA). Ion Torrent specific RT primer and barcodes were used during the library construction. Barcoded cDNA libraries were subjected to double size selection (150–200 bp) using Ampure XP beads (Beckman Coulter, Mississauga, Ontario, CA) to enrich for miRNA transcripts. The quality of each library was analyzed using a D1000 assay on TapeStation 2200 (Agilent Technologies, Mississauga, Ontario, Canada). Libraries were equally pooled at a loading concentration of 7 pM and amplified onto Ion Sphere™ Particles (ISP) using the Ion PI Hi-Q™ OT2 kit (Life Technologies). The ISP enriched library was sequenced using the Ion Proton (ThermoFisher).

### Data Processing

The raw sequencing fastq files are deposited in NCBI’s Gene Expression Omnibus (GEO) under the identifier GSE143360 (accession numbers can be found in **Supplementary Table 1**). The adapter sequences were trimmed and size filtered (to remove reads shorter than 18 nucleotides (nts) or longer than 25 nts) using the Cutadapt Python Package (v.1.13). The sequence reads were mapped to a reference index consisting of all known mature miRNAs in Atlantic salmon (including the Atlantic salmon miRNAs in miRbase) (58, 59) using STAR aligner software (v2.4.2b). A complete overview of the unique mature Atlantic salmon miRNA sequences in this reference index can be found in Woldemariam et al. (58). The reference index is the current updated version of the Atlantic mature miRNAome previously provided to miRbase in 2013 (59). The alignment files were further processed in R using featureCounts (60) to produce count matrices that were used as input in the R package DESeq2 to determine miRNAs that were significantly differentially enriched (DE) in Day 1 and Day 5 (61).

### RT-qPCR Analysis of miRNA Expression

To validate the miRNA sequencing results, the experiment was repeated with a different group of Atlantic salmon. Total RNA was isolated using the mirVana kit, as above. cDNA was synthesized using the miScript II RT Kit (Qiagen, Hilden, Germany), as per the manufacturer’s instructions, with 100 ng of total RNA in 20 μl reactions. The sequences of the mature miRNAs of interest were used as forward specific primers (**Supplementary Table 2**) while a universal primer, provided by the miScript SYBR Green PCR Kit (Qiagen), was used as a reverse primer. Three-fold, 5-point standard curves of pooled cDNA from cultured HKLs were used to assess the quality of all miRNA primers, with the exception of ssa-miR-155-5p and ssa-miR-146a-5p, where a 4-point standard curve was used. RNA from cultured HKLs was used for primer quality control instead of RNA from HKL EVs due to the very low amount of RNA obtained from isolated EVs. The efficiencies of the primers ranged from 78.3% to 116.5%. As the miRNA primer is the same size of the miRNA, there is no way to improve the efficiency of the primer. The geometric mean of the two chosen normalizers (ssa-miR-30b-5p and ssa-miR-142-3p) showed stability between the two sample groups (i.e. average geometric mean of normalizers’ Ct less than 0.25 between the two groups). Mature miRNAs are extremely robust and the common methods to measure RNA quality cannot be used to judge the degree of degradation of mature miRNAs with an average size of 22 nts (62). However, the fact that the miRNAs applied as normalizers showed good agreement between the Day 1 group and the Day 5 group suggests that the miRNA was not degraded. Each reaction was run in duplicate and was composed of 12.5 μl of 2× QuantiTect SYBR Green PCR Master Mix, 2.5 μl of 10× miScript Universal Primer, 2.5 μl specific forward primer (10 μM), 5 μl RNase-free water (Qiagen), and 2.5 μl of diluted cDNA template representing 5 ng of input total RNA. The PCR program consisted of one cycle of 95°C for 15 min, and 40 cycles of 94°C for 15 s, 55°C for 30 s and 70°C for 30 s, followed by a final melting point analysis, on a 7500 Fast Real-Time PCR System (Applied Biosystems). Microsoft Excel was used to determine the relative quantity (RQ) values of each miRNA relative to the average delta Ct of the control miRNA (Day 1 samples) using the comparative Ct method (63), with the assumption of 100% efficiency of the primers.

### Statistical Analysis

DE miRNAs were identified by comparing the Day 1 group to the Day 5 group (n=4 from each experimental condition) applying DESeq2 as previously described in 2.9. For RNA-seq, miRNAs were considered to be statistically DE if they had a Benjamini-Hochberg adjusted p-value of <0.05, base mean read counts >20 and log_2_ fold-change of >|1|. The average normalized read count in Day 1 cells and Day 5 cells from the DESeq2 analysis was used to reveal the miRNA diversity and abundance in EVs released from Day 1 and Day 5 HKLs. A paired Student’s T-test was used to determine statistically significant differences between Day 1 and Day 5 RT-qPCR samples using the Prism package v 8.0 (GraphPad Software Inc., La Jolla, CA). Genesis software (Rockville, Maryland, USA) was used for the hierarchical clustering of median centred normalized counts of DE miRNAs using the Pearson correlation and complete linkage clustering.

### *In Silico* Prediction of Target Genes and Gene Pathway Enrichment Analysis

The putative target genes of the DE miRNAs were predicted using the target prediction tool RNAhybrid 2.2 (64). The parameters applied in the *in silico* prediction ensured that only matches with perfect seed complementarity and high base-pairing stability were returned to minimize false positives. The settings were: helix constraint 2-8, no G: U in seed and minimum free energy threshold -18 kcal/mol as described in Andreassen et al. (38) and the predictions were against 3’UTRs from all Atlantic salmon mRNA transcripts (NM entries) in the Refseq database in GenBank (https://www.ncbi.nlm.nih.gov/). Gene symbols and gene IDs of the predicted target transcripts were extracted from the Universal Protein Resource (UniProt) database https://www.uniprot.org/ (65). The gene pathway enrichment analysis was carried out as in Woldemariam et al. (36) using Enrichr (66, 67) to identify significantly enriched pathways and gene ontology (GO) terms using the predicted miRNA targets as input. GO terms and pathways with adjusted p-value < 0.05 were considered as significantly enriched.

## Results

### Atlantic Salmon Adherent HKLs Release Extracellular Vesicles During In Vitro Culturing

EVs were characterized according to the Minimal Information for Studies of Extracellular Vesicles 2018 (MISEV2018) guidelines using TEM, NTA, and Western blotting for the EV protein HSP90 (68). We recognize that detection of additional protein markers is suggested in the MISEV2018 guidelines; however, the wide testing of available antibodies for the canonical EV markers that cross-react with Atlantic salmon proteins is beyond our present capacity. The workflow for this experiment can be found in **Figure 1A**. To confirm that putative EVs were released from HKLs into the culture media, the culture media was analyzed by TEM. Round, double-membraned structures of variable sizes were observed in the culture media (**Figure 1B**), confirming that the HKLs secrete EVs.

**Figure 1:**
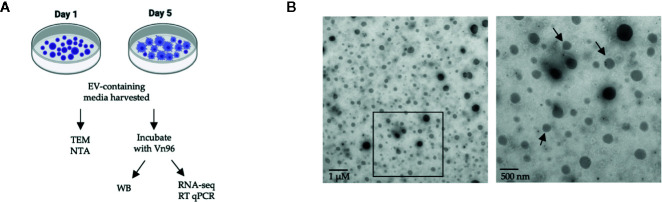
Confirmation of extracellular vesicle (EV) release from Atlantic salmon HKLs. **(A)** Diagram of experimental workflow. **(B)** Transmission electron microscopy (TEM) images of EVs released into cell culture media by Day 1 HKLs (magnification 2700x and 6500x respectively; size of scale bar indicated on image). Area within the square of the left image is magnified in the right image. Arrows are pointing to double membranes. TEM images representative of n=3. NTA, Nanoparticle tracking analysis; WB, Western blot; RNA-seq, RNA-sequencing; RT-qPCR, reverse transcription quantitative polymerase chain reaction.

Our previous research determined that Day 1 HKLs are primarily “monocyte-like” while Day 5 HKLs are primarily “macrophage-like” (47). Therefore, the concentration and size of EVs released from Day 1 and Day 5 HKLs were analyzed by NTA (**Figure 2**); an accurate and precise method to measure both size and concentration, as opposed to TEM. EVs from Day 1 HKLs had a mean size of 122.9 nm, a mode size of 109.5 nm and a range of 109.0–137.6 nm. EVs from Day 5 HKLs had a mean size of 118.2 nm, a mode size of 108.8 nm and a range of 107.6–127.4 nm (**Figures 2B, C**). The average concentration of EVs from Day 1 HKLs was 2.23x10^8^ ± 1.08x10^7^ EVs/ml, while the average concentration of EVs from Day 5 HKLs was 2.06x10^8^ ± 8.73x10^6^ EVs/ml (**Figure 2D**). Overall, there was no significant difference in the size (p=0.6363) or concentration (p=0.8162) of EVs released from Day 1 HKLs compared to EVs released from Day 5 HKLs, as determined by a paired Student’s T-test.

**Figure 2:**
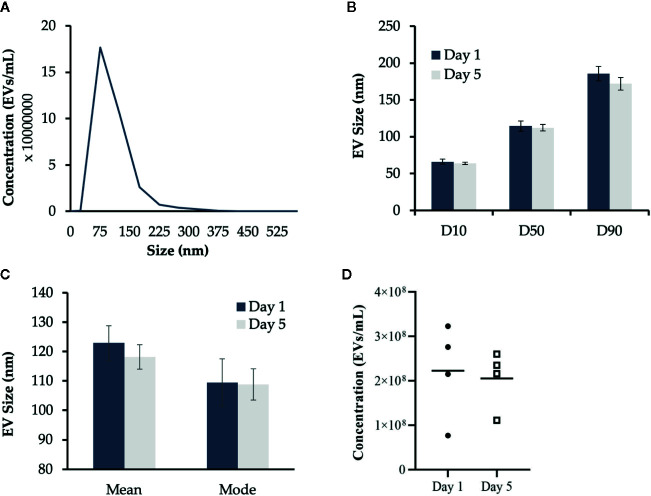
Characterization of Atlantic salmon extracellular vesicle (EV) size and quantity. Cell culture media containing EVs released from adherent Atlantic salmon HKLs was analyzed using nanoparticle tracking analysis (NTA). Five videos were captured per sample and results were reported as an average of the five videos. **(A)** Representative histogram of EV size profile **(B)** EV size distribution D10 (diameter where 10% of the population lies below the D10), D50 (diameter where 50% of the population lies below D50), and D90 (diameter where 90% of the population lies below D90) for EVs released at Day 1 and Day 5. Data reported as average mean +/- SE. **(C)** Mean size and mode size (+/- SE) of EVs released from Day 1 and Day 5 HKLs. **(D)** Concentration of EVs released from Day 1 and Day 5 HKLs. Scatterplots show data from individual fish (average of five videos); n=4; no statistical differences were observed as determined by a paired Student’s T-test.

### Confirmation of EVs Derived From Atlantic Salmon Adherent HKLs by Vn96 Isolation

In this study, the Vn96 peptide was used to isolate EVs for small RNA-sequencing (RNA-seq). Vn96 can bind to several distinct HSPs, found on the exterior of the EV, from multiple species including human, canine, rodents (mouse and hamster), bovine, and Chinook salmon (56). However, it was not previously demonstrated that Vn96 can bind to HSPs on EVs from Atlantic salmon. Therefore, we first confirmed that Vn96 binds to EVs derived from Atlantic salmon HKLs based on the detection of HSPs using Western blotting. Due to the limited availability of commercial Atlantic salmon antibodies (Abs), we first sought to confirm cross-reactivity of anti-mouse Hsc70 and anti-mouse HSP90 Abs with Atlantic salmon head kidney and liver lysates, using the Wehi-231 murine B-cell line as a positive control (69). We found that the anti-mouse Hsc70 Ab did not cross-react with lysates from Atlantic salmon (data not shown). However, the anti-mouse HSP90 Ab detected a protein of the same molecular weight in both Atlantic salmon and mouse (**Figure 3A**). Using the anti-HSP90 Ab, we confirmed that the Vn96 peptide successfully enriched HSP90-positive EVs from Atlantic salmon HKL culture media since one protein species at the expected size of 90 kDa was detected (**Figure 3B**).

**Figure 3:**

HSP90 protein expression in Atlantic salmon HK, liver, and HKL derived extracellular vesicles (EVs). **(A)** Protein lysates from Atlantic salmon liver and head kidney tissue at 1, 5, and 10 μg were tested for cross-reactivity with anti-mouse HSP90. Wehi-231 murine B cells were used as a positive control (+ve). **(B)** HSP90 expression in Vn96 isolated EVs derived from Day 1 HKL culture media.

### RNA-Seq Identified 19 Differentially Packaged miRNAs in Day 1 and Day 5 HKL EVs

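Head kidney leukocytes (HKLs) were cultured from 4 Atlantic salmon, and the extracellular vesicles (EVs) they released were collected at Day 1 and at Day 5 of culture. The EVs were isolated with Vn96, a peptide that binds heat shock proteins on the vesicle surface, and their small RNA was sequenced, giving 4 Day 1 and 4 Day 5 libraries. Libraries with the same fish number come from the same fish, and the paper left a further fish out of the sequencing for low RNA yield. The authors deposited raw counts for 742 rows, each row being 1 arm of 1 hairpin precursor, and 418 of these rows held counts. For the values given here, rows of identical mature miRNAs were summed to 470 names, and 9 rows that repeated the counts of another row were left out. The arm named in each row was compared with the reads of the paper's Supplementary Table 3. Among the hairpins with enough counts for this comparison, 98 matched as named, 87 matched only with the 5p and 3p names exchanged, and 2 stayed undecided, so the names were exchanged in those 87. This step was chosen after the counts had been seen and takes the paper's table as its guide, so the miRNA names used here are not independent of that table. After it, the Day 1 libraries held 8973 to 15553 miRNA counts (median 13432) and the Day 5 libraries 21437 to 48120 (median 29903.5). Differences between days were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment.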

RNA-seq was used to examine the miRNAs packaged in Vn96-isolated EVs released from Day 1 and Day 5 HKLs. The number of reads mapped to miRNAs ranged from 22,364 to 61,094 (**Supplementary Table 1**). 

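In the deposited counts, the Day 5 EVs held more miRNA counts than the Day 1 EVs in all 4 fish. The totals were 12848 ± 2784 (SD, n = 4) in Day 1 EVs and 32341 ± 12033 (SD, n = 4) in Day 5 EVs (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). This test, here and below, sets the pairing of libraries by fish aside, and a paired sign-flip test of 4 fish cannot give a p under 0.125. Fish 3 had the smallest Day 1 library, with 8973 counts, and Fish 1 the largest Day 5 library, with 48120 counts. The paper's Supplementary Table 1 gives 26213 and 61094 mapped reads for these libraries, and the values that follow use the deposited counts except where reads recovered from the paper's Supplementary Table 3 are named. The number of miRNA counts and the day therefore go together in these libraries. Total reads did not, at 8058457 to 12516464 at Day 1 and 8267797 to 13052729 at Day 5 in the paper. Recovered reads of ssa-miR-125b-1-3p, almost absent from the deposited counts, were 49030 at Day 1 and 23432 at Day 5. Their absence widens the difference between the deposited totals.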

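In the deposited counts, 277 mature miRNAs had at least 1 count in Day 1 or Day 5 HKL EVs. Of these, 193 had counts on both days, 30 only in Day 1 EVs and 54 only in Day 5 EVs. A single library held 147.5 ± 15.2 (SD, n = 4) miRNAs at Day 1 and 175.5 ± 11.3 (SD, n = 4) at Day 5, and the number was higher at Day 5 in all 4 fish (two-sided exact permutation test, p = 0.0286). The libraries of Day 5 also held more miRNA counts. With at least 5 counts in total required, 174 miRNAs remained, and 122 had a count in every library of at least 1 day.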

A total of 479 miRNAs were detected in either Day 1 or Day 5 HKL EVs (**Supplementary Table 3**). However, most of these consisted of very low counts. 

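Of the 277 miRNAs detected, 138 (49.8%) had fewer than 10 counts over the 8 libraries, and the median was 10 counts. Only 71 miRNAs had at least 100 counts, and 88 were found in every library. The 10 most abundant miRNAs took 70.1% of all miRNA counts and the 20 most abundant took 84.2%.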

Twenty-two and thirty miRNAs with an abundance of more than 0.5% were identified in Day 1 and Day 5 groups, respectively, while six and 10 miRNAs had an abundance of more than 2% in Day 1 and Day 5 groups, respectively (**Supplementary Table 4**). 

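In the deposited counts, 31 miRNAs in Day 1 EVs and 26 in Day 5 EVs had a mean share of more than 0.5% of the miRNA counts, and 25 of them were the same on both days. The paper counts more at Day 5 than at Day 1, the reverse order. Its totals hold ssa-miR-125b-1-3p at 45% and 14%, a miRNA nearly absent from the deposited counts. Shares here are therefore raised more at Day 1 than at Day 5. Above 2% there were 11 miRNAs in Day 1 EVs, which took 71.6% of the counts, and 12 in Day 5 EVs, which took 75.4%. Shares on both days were led by ssa-miR-21b-5p, ssa-miR-92a-3p, ssa-miR-181a-5p and ssa-miR-21a-5p. The share of ssa-miR-92a-3p, of the miR-17-92 cluster, was 13.1% ± 2.85 (SD, n = 4) at Day 1 and 9.31% ± 3.26 (SD, n = 4) at Day 5 (two-sided exact permutation test, p = 0.171). In the paper these shares were 6.41% and 6.70%. Passing 2% only at Day 5 were ssa-miR-122-5p, ssa-miR-146a-5p and ssa-let-7b-5p, while ssa-miR-26b-5p and the teleost miRNA ssa-miR-2188-3p did so only at Day 1. The share of ssa-miR-146a-5p was 0.585% ± 0.0410 (SD, n = 4) at Day 1 and 2.44% ± 0.371 (SD, n = 4) at Day 5 (two-sided exact permutation test, p = 0.0286). That of ssa-miR-122-5p, the liver-enriched miRNA of vertebrates, was 0.139% ± 0.0918 and 3.48% ± 4.50 (SD, n = 4; two-sided exact permutation test, p = 0.143), with 0.0655% in Fish 3 and 10.0% in Fish 4 at Day 5. Without the Day 1 library of Fish 4, 9 miRNAs passed 2% at Day 1, with ssa-miR-26b-5p at 1.59% and ssa-miR-2188-3p at 1.92%, and ssa-miR-2188-3p was at 1.70% without that of Fish 3. Without the Day 5 library of Fish 4, ssa-miR-122-5p was at 1.30% and ssa-let-7b-5p at 1.83% at Day 5.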

Interestingly, ssa-miR-125b-1-3p was the most abundant mature miRNA in both groups representing 45% and 14% of all mature miRNAs in Day 1 and Day 5 EVs, respectively (**Supplementary Table 4**), while representing 52.7% and 16.9% of the top 20 most abundant miRNAs in Day 1 and Day 5 EVs, respectively (**Figure 4**).

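The most abundant mature miRNA in the deposited counts was ssa-miR-21b-5p, at 24.1% ± 1.15 (SD, n = 4) of the miRNA counts in Day 1 EVs and 24.8% ± 4.44 (SD, n = 4) in Day 5 EVs. It made up 28.4% and 28.9% of the counts of the 20 most abundant miRNAs. The mature ssa-miR-125b-1-3p (ACAGGTGAGGTCCTCGGGAA) had 17 counts over the 8 libraries, 12 in Day 1 EVs and 5 in Day 5 EVs. Its share was 0.0257% ± 0.0232 (SD, n = 4) at Day 1 and 0.00457% ± 0.00782 (SD, n = 4) at Day 5 (two-sided exact permutation test, p = 0.171). It ranked 94 by share at Day 1 and stood outside the 20 most abundant on both days, at 0.0303% and 0.00534% of their counts. It had counts in 6 of the 8 libraries, and the highest upper limit in any library was 0.130% (95% exact Clopper-Pearson interval). In the Day 5 libraries of Fish 3 and Fish 4 its count was 0, which allows a share of up to 0.00854% and 0.0140% (3 counts of the total). These limits cover counting error in the deposited table only, not reads missing from it, and the reads recovered from Supplementary Table 3 for the same libraries hold 72462 of this miRNA.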

**Figure 4:**

miRNA abundance (average normalized read counts) in extracellular vesicles (EVs) released from Day 1 and Day 5 Atlantic salmon HKLs. The top 20 most abundant miRNAs in Day 1 and Day 5 EVs are shown.

DE miRNAs between EVs released from Day 1 HKLs compared with EVs released from Day 5 HKLs were analysed by DESeq2. There were 19 DE miRNAs in Day 1 HKL EVs compared with Day 5 HKL EVs (**Table 1**). 

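EVs from Day 5 HKLs carried more ssa-miR-146a-5p, a miRNA that restrains inflammatory signalling in mammals, than EVs from Day 1 HKLs. Its TMM-normalized count was 107 ± 6.47 (SD, n = 4) at Day 1 and 604 ± 85.5 (SD, n = 4) at Day 5, a log2 fold change of 2.49 (standard error 0.29, adjusted p = 0.000135 from edgeR's quasi-likelihood test). The other arm of the same hairpin, ssa-miR-146a-3p, had a log2 fold change of 3.25 (adjusted p = 0.00856, same edgeR test), and ssa-miR-122-5p one of 4.90 (standard error 1.10, adjusted p = 0.0178 from edgeR). In all, 14 of the 88 miRNAs tested were DE at an adjusted p under 0.05. With the further thresholds of a mean count over 20 and a log2 fold change over 1, 10 were DE, namely ssa-miR-146a-5p, ssa-miR-146a-3p, ssa-miR-21b-3p, ssa-miR-122-5p, ssa-miR-27d-5p, ssa-miR-731-5p, ssa-miR-221-3p, ssa-miR-181a-5p, ssa-miR-7a-5p and ssa-miR-1338-3p. Of the 14, 8 took most of their counts from rows deposited under the name of the other arm. With the arm names as deposited 19 miRNAs were DE, 8 of them shared by name with the 14, and a shared name can then hold other reads. The count was 22 with DESeq2, 24 with no filter on low counts, 7 without the Day 1 library of Fish 2, 4 without that of Fish 4, 1 without Fish 1, 2 without Fish 2, 5 without both libraries of Fish 4, and 2 (ssa-miR-146a-5p and ssa-miR-146a-3p) without the Day 5 libraries of Fish 1 and Fish 4. At the 3 thresholds it was 13 with the deposited arm names, 17 with no filter, 5 and 3 without those Day 1 libraries, and 1, 1 and 2 without Fish 1, Fish 2 and Fish 4, and the call of ssa-miR-122-5p was lost without the Day 1 library of Fish 4 (edgeR adjusted p = 0.0526). With no filter the standard error of ssa-miR-122-5p was 0.45, against 1.10 with the filter, so calls of that fit take little account of variation between fish. Without 1 library or fish the log2 fold change of ssa-miR-122-5p ranged from 3.31 to 5.55 and that of ssa-miR-146a-3p from 2.67 to 3.72, and for ssa-miR-122-5p it was 3.74 with fish as a replicate block (adjusted p = 0.00835 from edgeR) and 2.38 without the Day 5 libraries of Fish 1 and Fish 4 (edgeR adjusted p = 0.0997).

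**Figure D1:**
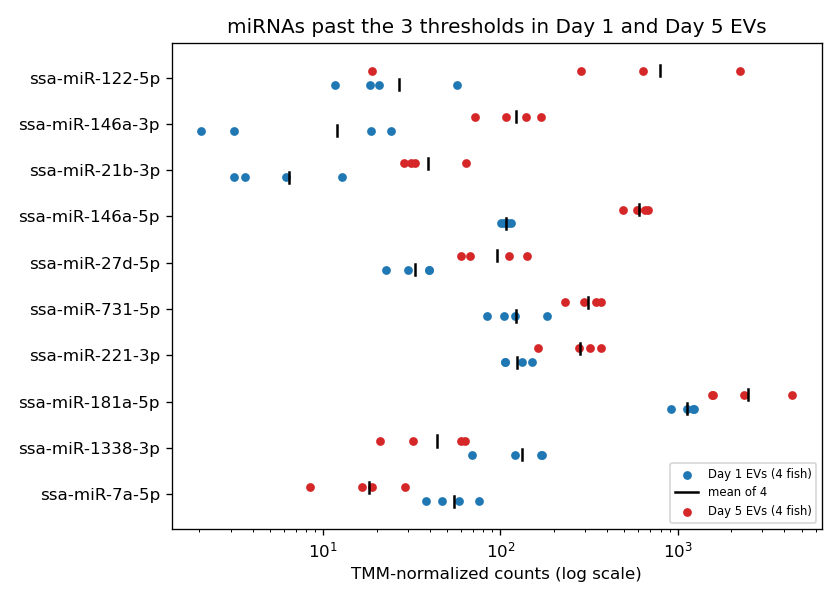
TMM-normalized counts, on a log axis, of the 10 miRNAs past the 3 thresholds in Day 1 EVs (blue) and Day 5 EVs (red). Each point is 1 fish and each black line the mean of 4 fish. The Day 5 points of ssa-miR-146a-5p lie between 489 and 684 and its Day 1 points between 100.04 and 115, while those of ssa-miR-122-5p at Day 5 spread from 18.8 to 2253.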

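Among the miRNAs that passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 10 were higher and 4 were lower in Day 5 EVs, and the TMM-normalized count of each moved the same way in all 4 fish. By share of the miRNA counts 11 of the 14 did, while ssa-miR-122-5p fell in Fish 3, ssa-miR-221-3p in Fish 1 and ssa-miR-181a-5p in Fish 2. Of 6 measured members of the miR-146 family, 3 rose (ssa-miR-146a-5p, ssa-miR-146a-3p and ssa-miR-146b-5p), 1 fell (ssa-miR-146d-3p) and 2 did not pass the test, with the same counts when adjusted over the list alone. Of 9 miRNAs of families induced by LPS in mammalian macrophages, 4 rose and 1 fell (5 and 1 when adjusted over the list alone). This list holds all 6 miR-146 members and its camera test had an adjusted p of 0.0608 (adjusted p = 0.610 with an estimated correlation). In the miR-23/24/27 family, 1 of 3 members rose, ssa-miR-27d-5p with a log2 fold change of 1.52 (2 when adjusted over the list alone; camera adjusted p = 0.157). Lower in Day 5 EVs in this test were ssa-miR-17-5p, with a log2 fold change of -2.38, ssa-miR-146d-3p, with -1.94, ssa-miR-7a-5p, with -1.59, and ssa-miR-1338-3p, with -1.59. Without 1 library or fish the log2 fold change ranged from -3.37 to -1.87 for ssa-miR-17-5p and from -2.26 to -1.20 for ssa-miR-1338-3p. For the miR-17 family, 1 of 2 members fell (2 when adjusted over the list alone; camera adjusted p = 0.0608, and 0.610 with an estimated correlation). The split depended on the scaling: 8 were higher and 9 lower with DESeq2 size factors, 4 and 12 with library size alone, and 13 and 1 when scaled to ssa-miR-30b-5p and ssa-miR-142a-3p. The median log2 fold change of all miRNAs tested was 0.15 with TMM and 9.9e-05, -0.30 and 0.46 in these scalings. With TMM, ssa-miR-30b-5p was itself lower at Day 5 in all 4 fish (log2 fold change -0.62, edgeR adjusted p = 0.134). The mean normalized count of ssa-miR-142a-3p was only 26.8. Scaling to this pair takes both as unchanged, which moves the other fold changes up against TMM. All 4 lower calls were lost without the Day 1 library of Fish 4 (edgeR adjusted p = 0.0526 to 0.0634), and those of ssa-miR-7a-5p, ssa-miR-146d-3p and ssa-miR-1338-3p also in the last scaling (0.0649, 0.0649 and 0.0695). Without the Day 1 library of Fish 2, ssa-miR-7a-5p (0.0594) and ssa-miR-1338-3p (0.0647) were lost, and ssa-miR-146d-3p without the Day 1 library of Fish 1 (0.0550) or the Day 5 library of Fish 2 (0.0557). For ssa-miR-1338-3p the call was further lost without the Day 5 library of Fish 4 (0.0557). With the deposited arm names, the name ssa-miR-1338-3p holds the 402 counts of the other arm, which did not pass (0.207). The 620 counts used here then stand under the other name. The rise of ssa-miR-146b-5p lost its call without the Day 1 library of Fish 1, Fish 2 or Fish 4 (0.0647 to 0.0768). The camera adjusted p passed 0.05 without the Day 5 library of Fish 2 or of Fish 4 for the LPS list (0.0358 and 0.0191) and the miR-17 family (0.0184 and 0.0191), and without the Day 1 library of Fish 3 for the latter (0.00492), and without Fish 4 for the LPS list (0.0300) and Fish 3 for the miR-17 family (0.0305). With an estimated correlation, camera passed neither list in these fits (adjusted p of at least 0.463).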

Thirteen miRNAs were more abundant in EVs released from Day 5 HKLs, while six miRNAs were less abundant in EVs released from Day 5 HKLs (**Table 1**). Several of the most abundant miRNAs were also DE including ssa-miR-125b-3p, ssa-miR181a-5p, and ssa-miR-155-5p (**Table 1**), while the highly abundant ssa-miR-21a and ssa-miR-21b were not significantly DE despite a rather large difference in percentage of these miRNAs between Day 1 and Day 5 EVs (**Figure 4**). 

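Among the most abundant miRNAs, ssa-miR-181a-5p, a regulator of lymphocyte receptor signalling, rose from a normalized count of 1124 ± 143.7 (SD, n = 4) in Day 1 EVs to 2484 ± 1353 (SD, n = 4) in Day 5 EVs. This is a log2 fold change of 1.14 (standard error 0.34, adjusted p = 0.0327 from edgeR's quasi-likelihood test). This count was higher at Day 5 in all 4 fish, its share in 3, and at Day 5 Fish 3 stood at 4437 and the others between 1564 and 2353. Of 7 members of the miR-181 family it alone passed the test, also when adjusted over the list alone (camera adjusted p = 0.854). The count of ssa-miR-21b-5p had a log2 fold change of 0.47 (standard error 0.21, adjusted p = 0.116 from edgeR), and that of ssa-miR-21a-5p had 0.77 (standard error 0.29, adjusted p = 0.0770 from edgeR). The mature ssa-miR-125b-1-3p had too few counts to be tested, and ssa-miR-155-5p was not analysed here in the deposited counts. The call of ssa-miR-181a-5p was lost with DESeq2 (adjusted p = 0.0706), with DESeq2 size factors in edgeR (0.0618) and with library size alone (0.0964), its adjusted p ranging from 0.0111 to 0.147 over the other scalings, count filters and models (edgeR or DESeq2) on all libraries. With the deposited arm names this name did not pass (edgeR adjusted p = 0.142). It then mixes counts of both arms, as 9750 of the 16358 counts used here stand under the other arm's name. The call was also lost without any 1 of the 4 Day 1 libraries, without the Day 5 library of Fish 1 or of Fish 3, and without any 1 fish, with an edgeR adjusted p of up to 0.131, whereas without the Day 5 library of Fish 4 both ssa-miR-21b-5p (0.0403) and ssa-miR-21a-5p passed.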

Hierarchical clustering analyses of the DE miRNA based on normalized counts showed that all samples from Day 1 HKL EVs clustered together and all samples from Day 5 HKL EVs clustered together, indicating the two groups represent distinct sub-populations (**Figure 5**). However, we also observed a large variation in normalized read counts within groups for several miRNAs (e.g. ssa-miR-148a-3p, **Supplementary Table 3**) indicating that there was substantial variability in abundance of certain miRNAs within each of the two groups. 

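On the 10 DE miRNAs at the 3 thresholds, complete linkage clustering on Pearson correlation of median-centred normalized counts, limited to 50 and -50, put the 4 Day 1 libraries in 1 cluster and the 4 Day 5 libraries in the other. All 8 libraries also fell with their own day on log2 normalized counts and with Euclidean distance. These 10 miRNAs were chosen by their difference between the days in the same libraries, so their separation is partly built in. The same separation appeared on all 88 miRNAs that passed the count filter, a set not chosen by the difference between the days. From the clustering of the DE miRNAs, the paper concludes that the EVs of Day 1 and Day 5 HKLs represent distinct sub-populations.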

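Variation between fish was largest for a few miRNAs of Day 5 EVs. The normalized count of ssa-miR-148a-3p, a miRNA enriched in mammalian liver, was 17.6 ± 3.33 (SD, n = 4) in Day 1 EVs and 82.4 ± 92.6 (SD, n = 4) in Day 5 EVs. At Day 5 it was 80.3 in Fish 1, 25.8 in Fish 2, 9.82 in Fish 3 and 213.7 in Fish 4, and it was higher than at Day 1 in 3 of 4 fish. Its log2 fold change of 2.23 (standard error 0.76) had an adjusted p of 0.0542 from edgeR's quasi-likelihood test and of 0.0169 from DESeq2 (range over the other scalings, count filters and models (edgeR or DESeq2) on all libraries 0.000272 to 0.200). Over the 60 miRNAs with a mean count over 20, the median coefficient of variation was 29.7% at Day 1 and 36.9% at Day 5. It exceeded 100% for 3 miRNAs at Day 5, ssa-miR-181a-5-3p at 149%, ssa-miR-122-5p at 125.5% and ssa-miR-148a-3p at 112%, and for 0 at Day 1, where the highest was 92.5%. The most even at Day 1 was ssa-miR-146a-5p, at 6.03%, and at Day 5 ssa-let-7a-5p, at 9.10%. The fold change of ssa-miR-148a-3p also passed the edgeR test without the Day 5 library of Fish 2 (adjusted p = 0.0440) or of Fish 3 (0.00557). It was 1.17 without the Day 5 library of Fish 4 (edgeR adjusted p = 0.174), 1.06 without Fish 4 (0.280), 1.48 with fish as a replicate block (0.126) and -0.17 without the Day 5 libraries of Fish 1 and Fish 4 (0.899).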

Given the relative paucity of available data involving investigations of fish-derived EVs and their molecular cargo, considerable potential remains for optimizing future studies.

**Table 1:** Differentially enriched miRNAs in Day 5 compared with Day 1 extracellular vesicles (EVs) released from Atlantic salmon HKLs.

miRNA^a^	baseMean	log_2_ Fold-change^b^	Adjusted p-value	Mature sequence 5-3’
**Upregulated**				
ssa-miR-122-5p	392.55	4.95	0.001	TGGAGTGTGACAATGGTGTTTG
ssa-miR-155-5p	1235.36	2.89	<0.001	TTAATGCTAATCGTGATAGGGGT
ssa-miR-146a-5p	384.47	2.63	<0.001	TGAGAACTGAATTCCATAGATGG
ssa-miR-148a-3p	47.68	2.46	0.011	TCAGTGCATTACAGAACTTTGT
ssa-miR-27d-2-5p	30.70	1.80	0.006	AGGACTTAGCACACATGTGAACA
ssa-miR-731-5p	207.06	1.54	<0.001	AATGACACGTTTTCTCCCGGATT
ssa-miR-10d-5p	119.34	1.47	0.027	CACCCTGTAGAACCGAATTTGT
ssa-miR-10b-5p	122.16	1.46	0.032	TACCCTGTAGAACCGAATTTGT
ssa-miR-181a-5p	1866.45	1.41	0.026	AACATTCAACGCTGTCGGTGAGT
ssa-miR-27b-3p	28.37	1.37	0.027	TTCACAGTGGCTAAGTTCTGC
ssa-miR-221-3p	204.17	1.34	0.006	AGCTACATTGTCTGCTGGGTTTC
ssa-miR-222cd-3p	93.62	1.18	0.009	AGCTACATCTGATTACTGGGTCA
ssa-let-7a-5p	950.56	1.02	0.030	TGAGGTAGTAGGTTGTATAGTT
**Downregulated**				
ssa-miR-16a-5p	143.42	-1.12	0.053	TAGCAGCACGTAAATATTGGAG
ssa-miR-210-1-3p	35.34	-1.47	0.038	CTGTGCGTGTGACAGCGGCT
ssa-miR-1338-3p	88.38	-1.52	0.011	ATCTCAGGTTCGTCAGCCCATG
ssa-miR-7a-5p	35.86	-1.52	0.009	TGGAAGACTAGTGATTTTGTTGT
ssa-miR-125b-1-3p	10213.94	-1.72	0.005	ACAGGTGAGGTCCTCGGGAA
ssa-miR-8156-5p	61.01	-2.64	0.001	GTCCTGACTGTCCTGACTGTC

a The names are in a few cases with different lettered/numbered suffixes than in miRBase as several mature family members are identical.

b Negative fold-change values are down-regulated in Day 5 compared with Day 1; positive fold-change values are up-regulated in Day 5 compared with Day 1.

**Figure 5:**

Heatmap illustration and hierarchical clustering analyses of differentially enriched miRNAs packaged in extracellular vesicles (EVs) released from Day 1 and Day 5 HKLs. The heatmap represents the normalized counts of DE miRNAs in EVs released from Day 1 HKLs and EVs released from Day 5 HKLs in each individual fish. miRNA normalized counts were median centred and clustered using Pearson correlation and complete linkage hierarchical clustering. Red indicates higher counts and green indicates lower counts. Integer adjusted to a maximum of 50 and a minimum of -50. F indicates fish number; D indicates Day 1 or Day 5 (i.e. F1D1 is Fish 1 Day 1).

### RT-qPCR Analysis Confirmed miRNA Abundance in Day 1 and Day 5 HKL EVs

Five new Atlantic salmon (i.e. different from the salmon used for RNA-seq) were used for the RT-qPCR analysis. Nine miRNAs were chosen for RT-qPCR validation, along with two normalizer miRNAs (ssa-miR-30b-5p and ssa-miR-142a-3p) (**Figure 6**). A combination of upregulated and downregulated miRNAs was chosen for RT-qPCR, as well as miRNAs involved in vertebrate immune responses and macrophage function (31, 70, 71). In addition, we examined immune-relevant miRNAs that were identified by RNA-seq but not DE to confirm their presence in fish EVs: the fish-specific ssa-miR-2188-3p, as well as ssa-miR-21a-5p, ssa-miR-150-5p, and ssa-miR-221-5p, which are all virus responsive miRNAs in teleost fish, and involved in mammalian macrophage activation and/or differentiation (37, 72–75). 

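The 9 miRNAs chosen for RT-qPCR all had counts in the deposited table, over a wide range. In Day 5 EVs, ssa-miR-21a-5p had 9368 counts, ssa-let-7a-5p 6698, ssa-miR-146a-5p 3139 and ssa-miR-2188-3p 590 over the 4 libraries. The lowest was ssa-miR-221-5p (ACCTAGCATACAATGTAGATTTC), with 1 count in Day 1 EVs and 3 in Day 5 EVs. These counts come from the row deposited under the name of the other arm, while the row deposited as ssa-miR-221-5p held 1716.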

All nine miRNAs that were detected by RNA-seq were also detected by RT-qPCR. However, only one miRNA, ssa-miR-146a-5p, showed the same differential expression found by RNA-seq in both direction and significance. 

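Of the 9 miRNAs measured by RT-qPCR, 8 had enough counts for a fold change, and for 3 of them (ssa-miR-146a-5p, ssa-miR-27d-5p and ssa-miR-21a-5p) the counts differed in the direction of the paper's RT-qPCR value (Table 2). The number was also 3 when the counts were scaled to the RT-qPCR normalizers ssa-miR-30b-5p and ssa-miR-142a-3p. RT-qPCR was done on other fish. The direction compared is the sign of the mean RT-qPCR value alone. Of the 8, only ssa-miR-146a-5p, ssa-miR-21a-5p and ssa-miR-210-3p have a significant RT-qPCR difference in the paper (Table 2). For ssa-miR-210-3p this is an increase at Day 5, whereas its counts were lower at Day 5. For the rest of the 8, ssa-miR-27d-5p among them, the RT-qPCR sign rests on a difference that is not significant. In EVs of Day 5 HKLs, ssa-miR-27d-5p had a normalized count of 95.0 ± 38.2 (SD, n = 4) against 32.9 ± 8.20 (SD, n = 4) at Day 1 (adjusted p = 0.0248 from edgeR's quasi-likelihood test). The log2 fold change of ssa-miR-16a-5p was -1.15 (adjusted p = 0.0770), of the hypoxia-induced ssa-miR-210-3p -1.39 (adjusted p = 0.0541) and of the lymphocyte miRNA ssa-miR-150-5p -0.97 (adjusted p = 0.159), all from edgeR's quasi-likelihood test. Of these, ssa-miR-16a-5p and ssa-miR-210-3p passed an adjusted p of 0.05 with DESeq2 (0.0190 and 0.0166), with ranges of 0.00398 to 0.145 and 0.0166 to 0.102 over the other scalings, count filters and models (edgeR or DESeq2) on all libraries. The call of ssa-miR-27d-5p was lost with library size alone (adjusted p = 0.0708), without the Day 1 library of Fish 2, of Fish 3 or of Fish 4, and without any 1 fish (up to 0.0993), all in edgeR. With the deposited arm names, the name ssa-miR-27d-5p holds the 660 counts of the other arm, which did not pass (edgeR adjusted p = 0.0981). Without the Day 5 library of Fish 2, ssa-miR-16a-5p (edgeR adjusted p = 0.0440) and ssa-miR-210-3p (0.0272) passed, as did ssa-miR-210-3p without the Day 1 library of Fish 1 (0.0450) or of Fish 3 (0.0493) and ssa-miR-16a-5p without Fish 3 (0.0336).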

One miRNA that was not identified as DE by RNA-seq (ssa-miR-21a-5p) was found to be DE by RT-qPCR. 

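The normalized count of ssa-miR-21a-5p (TAGCTTATCAGACTGGTGTTGACT), of a family induced in activated macrophages of mammals, was 1050 ± 101 (SD, n = 4) in Day 1 EVs and 1789 ± 653 (SD, n = 4) in Day 5 EVs. It was higher at Day 5 in 3 of 4 fish. Its adjusted p ranged from 0.0695 to 0.386 over the other scalings, count filters and models (edgeR or DESeq2) on all libraries, and in edgeR was 0.0269 without the Day 5 library of Fish 4, the fish in which it was lower at Day 5, and 0.0477 without that fish. Some reads of ssa-miR-21a-5p and ssa-miR-21b-5p can be split between them by the counting, so the values of each are less certain than their sum.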

While ssa-miR-221-5p could not be analyzed by RNA-seq method due to low read numbers, the qPCR-method, being more sensitive, detected a significant increase in the low abundant 5p mature ssa-miR-221. 

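Under the arm names as deposited, ssa-miR-221-5p held 1716 counts and ssa-miR-221-3p 4, and these names were exchanged to match the paper's reads. After the exchange, at 4 counts in all, seen in 2 of the 8 libraries, ssa-miR-221-5p stayed below the depth needed for a test. Its highest share in a library was 0.0140%, with an upper limit of 0.0409% (95% exact Clopper-Pearson interval), and a count of 0 allows a share of up to 0.00623% to 0.0334% in the others (3 counts of the total). The other arm, ssa-miR-221-3p, had a normalized count of 124.1 ± 22.1 (SD, n = 4) in Day 1 EVs and 283 ± 88.4 (SD, n = 4) in Day 5 EVs, a log2 fold change of 1.18 (standard error 0.35, adjusted p = 0.0327 from edgeR's quasi-likelihood test). This count was higher at Day 5 in all 4 fish and its share in 3. Of 3 members of the family of miR-221 and miR-222, 1 rose and 2 did not pass the test (2 rose when adjusted over the list alone; camera adjusted p = 0.667). The call of ssa-miR-221-3p was lost with fish as a replicate block (edgeR adjusted p = 0.0796) and with DESeq2 size factors (0.0560), its adjusted p ranging from 0.0263 to 0.102 over the other scalings, count filters and models (edgeR or DESeq2) on all libraries. It was also lost without the Day 1 library of Fish 2, of Fish 3 or of Fish 4, without the Day 5 library of Fish 2 or of Fish 4, and without any 1 fish (adjusted p of up to 0.156). With the deposited arm names, ssa-miR-221-3p had 4 counts, too few for a test.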

A comparison of the sequencing and RT-qPCR results can be found in **Table 2**. The RT-qPCR results showed considerable biological variability between fish and miRNA expression. This variability is clear from the high standard error (SE) in many of the miRNAs examined *via* RT-qPCR and RNA-seq (**Table 2**) and is illustrated in the heat map of the RNA-seq data (**Figure 5**).

**Figure 6:**

RT-qPCR results. Scatterplots of the relative quantity (RQ) values of miRNAs determined by RNA sequencing to be DE between EVs released from Day 1 and Day 5 HKLs. Scatterplots show individual data with lines connecting data point from each individual fish, n=5. *p < 0.05; **p < 0.01. **(A)** miR-146a-5p **(B)** let-7a-5p **(C)** miR-16a-5p **(D)** miR-27d-5p **(E)** miR-210-3p **(F)** miR-221-5p **(G)** miR-21a-5p **(H)** miR-2188-3p **(I)** miR-150-5p.

**Table 2:** Comparison of sequencing and RT-qPCR results^a^.

	RNA-seq							RT-qPCR				
	Average Normalized Count^b^		Standard Error		p-value^b^		p-value (padj)^c^	AverageLog_2_ RQ^d^		Standard Error		p-value^e^
miRNA	Day 1	Day 5	Day 1	Day 5				Day 1	Day 5	Day 1	Day 5	
miR-146a-5p	106.66	662.28	3.86	100.28	<0.001	<0.001		0.00	3.31	0.68	0.87	0.004
let7a-5p	627.33	1273.78	109.71	636.89	0.003	0.030		0.00	-0.68	0.82	0.18	0.437
miR-16a-5p	196.71	90.13	27.66	19.54	0.007	0.053		0.00	0.53	0.87	0.72	0.387
miR-27d-5p	13.62	47.79	2.31	11.63	0.001	0.006		0.00	0.22	0.62	0.61	0.455
miR-210-3p	51.95	18.72	11.67	5.29	0.005	0.038		0.00	0.64	0.25	0.16	0.033
miR-221-5p	0.00	3.77	0.00	1.89	0.531	n/a		0.00	1.48	0.32	0.39	0.033
miR-21a-5p	2096.99	3480.17	143.06	615.90	0.033	0.136		0.00	1.76	0.68	0.14	0.032
miR-2188-3p	372.12	112.00	147.83	46.94	0.017	0.377		0.00	0.26	0.43	0.15	0.691
miR-150-5p	22.30	13.69	4.60	0.98	0.015	0.355		0.00	1.03	0.90	0.63	0.079

a RNA-seq and RT-qPCR experiments were completed with two different groups of fish.

b As determined by a paired Student’s T-test.

c As determined by a paired Student’s T-test adjusted using the Benjamini-Hochberg method.

d Mean RQ of Day 1 was set to 1.0. Mean log_2_ relative quantity (RQ).

e As determined by a paired Student’s T-Test.

### Target Gene Prediction and Gene Pathway Enrichment Analysis

The *in silico* prediction of target genes showed that the 19 DE miRNAs could potentially target between 39 and 225 mRNA transcripts each. In total, there were 2,873 potential targets, however, as several DE miRNAs targeted the same transcripts, there were only 1,556 unique transcripts that were putative targets. The results from the *in silico* target prediction analysis for each of the DE miRNAs is given in **Supplementary Table 5**. Subsequent pathway analysis and GO term enrichment analysis did not result in any significant findings (**Supplementary Table 6**).

## Discussion

This study examined the miRNA cargo in EVs released from Atlantic salmon HKLs as they differentiated *in vitro*. Verification of EV isolation for study remains an evolving topic, and we have used the gold-standard approaches of TEM, NTA, and Western blot to verify the identity, isolation and quantity of these structures. By TEM we identified round, double-membraned structures consistent with previous reports on EV structure (76–78). Next, the size distribution and the concentration of EVs released from Day 1 and Day 5 HKLs were quantified and found to be consistent across time points *in vitro*. Using Western blot for HSP90, we then confirmed the presence of a canonical mammalian EV protein marker is also associated within Atlantic salmon EVs. Finally, we report the presence and potential differential packaging of miRNAs, including immune-related miRNAs, into EVs released from Day 1 HKLs and Day 5 HKLs using small RNA-seq and RT-qPCR. These studies provide some of the first evidence for the isolation and validation of EVs from Atlantic salmon, and therefore provide a starting point for future studies aimed at examining these EV cargos, such as miRNA, in greater detail.

### The Abundance Profile of the EV miRNAs and the Difference Between Day 1 and Day 5 Suggest They Have a Role in Macrophage Differentiation

The abundance of miRNAs in Day 1 EVs and Day 5 EVs show some striking differences to the abundance in monocyte-like HKLs (Day 1) and macrophage-like HKLs (Day 5) (47). The mature ssa-miR-125b-1-3p is the most abundant miRNA in both groups of EVs, while it is less than 0.01% of mature miRNAs in the cells. Likewise, ssa-miR-92a-3p, ssa-miR-181a-5p, and ssa-miR155-5p are much more abundant in EVs compared to their relative abundance in the cells at the same stage of differentiation [Supplementary Table 4 and Supplementary File 1 in (47)]. This indicates that they are selectively enriched in EVs as their abundance is not reflective of the general abundance in the cells. In addition, ssa-miR-125b-1-3p, ssa-miR-181a-5p, and ssa-miR155-5p also showed significant differences when comparing Day 1 EVs to Day 5 EVs. Together, this suggests that the miRNAs in the EVs serve particular functions. Altogether, the RNA-seq analysis identified 19 DE miRNAs packaged in Day 1 versus Day 5 HKL EVs. Most of these are conserved miRNAs (identical “seed” and very similar mature sequences in most vertebrates), and studies of miRNAs associated with macrophage differentiation and immune responses in other species may, therefore, shed light on their putative functions in Atlantic salmon.

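In the deposited counts, totals of the miR-125 family were low on both days. Reads recovered from the paper's Supplementary Table 3 for the same libraries hold 72462 of ssa-miR-125b-1-3p, so this holds for the deposited table only. Under the family's names other than ssa-miR-125b-1-3p, the deposited table held 59 counts over the 8 libraries. With no filter on low counts, the log2 fold change of ssa-miR-125b-1-3p was -2.03 (adjusted p = 0.342 from edgeR's quasi-likelihood test). The list of the miR-125 family had 7 members with counts and 0 with enough counts to be tested.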

The most abundant mature miRNA ssa-miR-125b-1-3p showed a large decrease from Day 1 EVs to Day 5 EVs. Interestingly, the miRNA-125 family is involved with immune system development and host defense [reviewed in (79)]. In particular, miR-125b expression is enriched in murine macrophages, compared to T-cells and B-cells (80). Overexpression of miR-125b in murine bone marrow cells induced a spread-like morphology with pseudopods and increased the protein expression of MHCII and the co-stimulatory molecules CD40, CD86, and CD80, indicating that miR-125b potentiates macrophage activation (80). Similarly, a study by Zhang et al. (2013) identified a decrease in miR-125b expression in M1 macrophages compared to M2 macrophages (73). In addition to identifying a decrease in miR-125b in Day 5 cells compared to Day 1 cells, our results identified monocyte to macrophage differentiation protein (*paqrb)* as a potential target of miR-125b. It is possible that the role of miR-125b in macrophage differentiation and function may be species specific. However, further experiments are required to determine this.

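The normalized count of ssa-let-7a-5p (TGAGGTAGTAGGTTGTATAGTT), of a family linked to cell differentiation, was 708 ± 235 (SD, n = 4) in Day 1 EVs and 1265 ± 115 (SD, n = 4) in Day 5 EVs, and was higher at Day 5 in all 4 fish. Its log2 fold change of 0.84 (standard error 0.29) had an adjusted p of 0.0541 from edgeR's quasi-likelihood test, and of 0.0432 with a minimum count of 10 (range over the other scalings, count filters and models (edgeR or DESeq2) on all libraries 0.0432 to 0.179). Without the Day 1 library of Fish 1 its edgeR adjusted p was 0.0422. Of 10 let-7 members, 0 passed the edgeR test at an adjusted p under 0.05, with 0 also when adjusted over the list alone, 3 at an unadjusted p under 0.05 and 1 with DESeq2 (camera adjusted p = 0.833). With fish as a replicate block, edgeR called ssa-let-7j-5p, higher at Day 5 (adjusted p = 0.0431). The let-7 family as a whole took 14.0% ± 2.50 (SD, n = 4) of the miRNA counts at Day 1 and 13.6% ± 0.745 (SD, n = 4) at Day 5 (two-sided exact permutation test, p = 0.886).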

The sequencing results of this study found an increase in ssa-let-7a in Day 5 EVs. However, the RT-qPCR results did not find a significant difference in let-7a incorporation between Day 1 and Day 5 EVs which may in part be due to a different group of salmon being used for RNA-seq and RT-qPCR. Let-7a miRNA expression is induced by LPS stimulation in human primary macrophages (81). In addition, overexpression of let-7a in human THP-1 macrophages attenuated the increase of pro-inflammatory TNF-α and IL-6 mRNA levels following LPS stimulation (82). These studies suggest a role for let-7a in macrophage function and inflammation.

RNA-seq identified increased incorporation of ssa-miR-155-5p in Day 5 EVs compared to Day 1 EVs. While we did not include ssa-miR-155-5p in the RT-qPCR study, our previous work found an increase in ssa-miR-155-5p in Day 5 HKLs compared to Day 1 HKLs by RNA-seq and RT-qPCR (47). In several other species, miR-155 is involved in macrophage differentiation and function. The addition of exosomes loaded with miR-155 inhibitor to murine RAW macrophages resulted in decreased LPS-induced TNF-α protein levels (83). In mammalian macrophages, miR-155 expression is increased following infection with *Listeria monocytogenes* or *Mycobacterium avium* and stimulation with both LPS and poly(I:C) (84, 85). Similarly, stimulation of macrophages isolated from the fish species ayu (*Plecoglossus altivelis*) with *Vibrio anguillarum* increased miR-155 expression while overexpression of miR-155 increased the expression of pro-inflammatory cytokines and decreased the expression of anti-inflammatory cytokines (86). The results of these studies, in addition with the results of this current study, suggest that miR-155 may be a marker of immune response in both EVs and miRNAs.

### Increased ssa-miR-146a Incorporation in Day 5 HKL EVs Compared to Day 1 HKL EVs

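In each of the 4 fish the normalized count of ssa-miR-146a-5p (TGAGAACTGAATTCCATAGATGG) was higher in Day 5 EVs than in Day 1 EVs, with 110 and 593 in Fish 1, 115 and 489 in Fish 2, 104 and 684 in Fish 3, and 100.04 and 652 in Fish 4. It passed an adjusted p of 0.05 from edgeR's quasi-likelihood test without any 1 library and without any 1 fish, with an adjusted p of at most 0.00809. The log2 fold change ranged from 2.30 to 2.60 in these fits. The miR-146 family together took 1.77% ± 0.108 (SD, n = 4) of the miRNA counts at Day 1 and 4.07% ± 0.531 (SD, n = 4) at Day 5 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over 8 families). Its camera test among all lists had an adjusted p of 0.157, of 0.00567 with no filter on low counts and of 0.738 with an estimated correlation.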

Despite substantial biological variability between individual fish, this study validated the increased packaging of ssa-miR-146a-5p in EVs derived from Day 5 HKLs compared to EVs from Day 1 HKLs by both RNA-seq and RT-qPCR. MiR-146a plays a role in macrophage differentiation, activation and function in several species including some fish species (74, 87–91). However, to date, no studies have identified the presence of miR-146a in fish EVs. A study by Song et al. (92) found that human mesenchymal stem cells (MSCs) stimulated with the pro-inflammatory cytokine Il-1β produced exosomes that transferred miR-146a to macrophages where it induced the downregulation of M1 markers and upregulation of M2 markers, suggesting it has a role in macrophage polarization (92). In other studies, miR-146a -/- knockout mice injected with miR-146a-containing exosomes had reduced TNF-α and Il-6 serum levels following LPS injection, compared to mice injected with miR-146a deficient exosomes, demonstrating that exosomal miR-146a can also play a role in moderating the inflammatory response (29).

At the cellular level, miR-146a is induced by PU.1, a transcription factor that stimulates the differentiation of hematopoietic stem cells (HSCs) into lymphoid-myeloid progenitors (90). In a mouse transplant model, forced expression of miR-146a directed the differentiation of HSCs into peritoneal macrophages. Congruently, preventing miR-146a function in a zebrafish model inhibited the formation of macrophages (90). Infection of human primary monocytes and the human monocytic cell line THP-1 with bacterial pathogens such as *Salmonella* serovar Typhimurium DT104 and *Mycobacterium avium*, and infection of murine bone marrow-derived macrophages (BMDMs) with *Listeria monocytogenes* increased miR146a expression, suggesting that miR-146a is involved in regulating macrophage response to infection, as well as their differentiation (84, 85, 93). In addition, its expression is increased in the Atlantic salmon head kidney following formalin-killed typical *Aeromonas salmonicida* or poly(I:C) injection (94). Overexpression of miR-146a in grouper macrophages promoted Singapore grouper iridovirus (SGIV) propagation while inhibition of miR-146a decreased virus production (88). In our previous study, miR-146a was upregulated in Day 5 HKLs compared to Day 1 HKLs (47). Therefore, we propose that since miR-146a is DE in Day 1 and Day 5 EVs and HKLs, it may be an indicator for the presence of macrophage cells and/or macrophage activation and function.

### The Highly Abundant miR-21a Is Associated With Macrophage Activation in Vertebrates

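Reads of ssa-miR-21a-5p and ssa-miR-21b-5p, miRNAs of near-identical sequence, made up 29.8% ± 1.45 (SD, n = 4) of the miRNA counts in Day 1 EVs and 31.8% ± 5.97 (SD, n = 4) in Day 5 EVs. Their sum was higher at Day 5 in 3 of 4 fish (two-sided exact permutation test, p = 0.600). The share of ssa-miR-21a-5p alone was 5.72% ± 0.635 (SD, n = 4) and 7.05% ± 1.99 (SD, n = 4).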

While RNA-seq did not identify a significant difference in the incorporation of ssa-miR-21a-5p, RT-qPCR analysis identified a significant increase in ssa-miR-21a-5p in Day 5 HKL EVs. Again, this may in part be due to a different group of fish being used for RNA-seq and RT-qPCR. At the cellular level, miR-21a is involved in macrophage activation and immune response in both mammals and fish [33,72,73]. MiR-21 deficient mice had decreased expression of M1 macrophage markers and enhanced expression of M2 markers, while transfection of a miR-21 mimic enhanced M1 markers and decreased M2 markers (95). Stimulation with LPS, poly(I:C) or *V. anguillarum* upregulated expression of miR-21 in cultured macrophages from miiuy croaker (33, 96). Inhibiting miR-21 in miiuy croaker macrophages increased the expression of inflammatory cytokines (*tnfa*, *il6)* and antiviral genes (*mx1, isg15*), suggesting a role for miR-21 in fish macrophage function (96). Our previous work identified miR-21a as the most abundant miRNA in both Day 1 and Day 5 HKLs, as well as upregulated in Day 5 HKLs compared to Day 1 HKLs (47).

M1 macrophages are broadly considered to be pro-inflammatory, whereas M2 macrophages are considered anti-inflammatory (42, 43). During an immune response, there is an increase in macrophage number and activity (97). The enrichment of miR-21a in Day 5 HKL EVs is, therefore, suggestive of differentiation associated with M1 polarization (unlike miR-146a) and may be useful as an EV biomarker for evaluating pro-inflammatory vs. anti-inflammatory responses in Atlantic salmon. Future studies examining the miRNA packaged in EVs following pathogen exposure, or stimulation with M1 (i.e. IFNγ) or M2 (i.e. IL-4 or IL-13) cytokines, are required to test this hypothesis.

Interestingly, it has been previously reported that the abundance of miR-21 in Atlantic cod EVs is responsive to changing environmental conditions. Exosomes isolated from Atlantic cod sera contained higher levels of miR-21 in fish reared at 9°C compared to fish reared at 4°C, suggesting that EV miR-21 may be a biomarker for exposure to environmental stress (9). In addition, there were significantly less EVs in the serum of cod reared at 9°C further suggesting EV biogenesis is linked to environmental conditions (9).

### Teleost-Specific ssa-miR-2188 and ssa-miR-731 Are Present in HKL EVs

MiR-731 and miR-2188 are teleost-specific, immune-responsive miRNAs (31, 38, 39). This study is the first to identify miR-731 and mir-2188 in fish EVs. The sequencing results of this study found a significant increase of miR-731 in Day 5 EVs compared to Day 1 EVs and a decrease of miR-2188 in Day 5 EVs, although the decrease of miR-2188 was not significant. 

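The teleost miRNA ssa-miR-731-5p (AATGACACGTTTTCTCCCGGATT) rose from a normalized count of 123 ± 42.6 (SD, n = 4) in Day 1 EVs to 310.4 ± 60.5 (SD, n = 4) in Day 5 EVs, in all 4 fish. Its log2 fold change was 1.34 (standard error 0.35, adjusted p = 0.0248 from edgeR's quasi-likelihood test). Of 4 members of the cluster of miR-462 and miR-731 it alone passed the test, also when adjusted over the list alone (camera adjusted p = 0.355). The other teleost miRNA, ssa-miR-2188-3p (GCTGTGTGAGGTCAGACCTATC), had a log2 fold change of -1.89 (standard error 1.08, adjusted p = 0.230 from edgeR). It varied between fish on both days, with 4 counts in Fish 1 and 492 in Fish 4 at Day 1, and 316 counts in Fish 1 and 4 in Fish 3 at Day 5, and its log2 fold change ranged from -2.67 to -1.04 without 1 library or fish. With no filter on low counts the adjusted p of ssa-miR-2188-3p from edgeR was 5.7e-05 (range over the other scalings, count filters and models (edgeR or DESeq2) on all libraries 5.7e-05 to 0.374). The fit with no filter gave it a standard error of 0.40, against 1.08 with the filter, and so takes little account of its variation between fish. The call of ssa-miR-731-5p was lost with library size alone (adjusted p = 0.0708), without the Day 1 library of Fish 3 or of Fish 4, without the Day 5 library of Fish 1, and without Fish 1, Fish 2 or Fish 4 (adjusted p of up to 0.110). With the deposited arm names, ssa-miR-731-5p had 3 counts, too few for a test. The 1924 counts used here for ssa-miR-731-5p then stand under the name of the other arm.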

In several fish species including Atlantic salmon, miR-731 is upregulated in response to both viral and bacterial challenges (31, 36, 38, 41). Loss of the miR-462-731 cluster in zebrafish decreased erythroid cell numbers, and myeloid cell expansion, suggesting a role for miR-731 in regulating hematopoiesis (98). Interestingly, the PU.1 motif and several IRF-binding motifs are upstream of the miR-462/731 miRNA gene indicating that these mature miRNAs are important in hematopoietic stem cell differentiation and immune response (38). In Atlantic salmon and in olive flounder (*Paralichthys olivaceus*), miR-2188 expression decreased in cardiac tissue following salmonid alphavirus (SAV) infection and decreased in the head kidney following viral hemorrhagic septicemia virus (VHSV) infection, respectively (34, 38). Conversely, miR-2188 expression increased in Atlantic cod HKLs following 48 and 72 h of poly (I:C) stimulation, while its expression was significantly downregulated in unstimulated cod HKLs at 72 h compared to cells cultured for 12 and 24 h (39).

### Discrepancies Between RNA-Seq and RT-qPCR Data

EV biogenesis is known to generate a diverse, heterogeneous population of vesicles. Previous studies have shown that individual EVs may vary considerably with respect to the biomolecules they incorporate, but that the population as a whole may be representative of a particular cell type or physiological state (99, 100). However, validation of results using complementary techniques remains technically challenging. EVs have a small internal lumen space and packing volume (99, 101, 102) and therefore a limited number of molecules are available for analysis in any given EV isolation. Due to the low concentration of RNA that could be isolated from the EVs, our RNA-seq and RT-qPCR analyses were performed on independent biological samples (i.e. different groups of Atlantic salmon). While our RT-qPCR analysis validated the presence of all miRNAs identified by RNA-seq, we could only corroborate a significant change of one of the miRNAs (ssa-miR-146a-5p).The use of a different group of fish for RNA-seq and for RT-qPCR may in part account for the variability between sequencing and RT-qPCR results. Despite these limitations, it is particularly noteworthy that two independent groups of fish showed the inclusion of the same miRNA species, suggesting that these miRNAs reflect an accurate depiction of the underlying cellular biology. In addition, several of the miRNAs identified in this study are immune-relevant in both mammals and fish. The RT-qPCR results exhibited high biological variability as observed in RNA-seq, but together these data suggest that differential packaging of miRNAs into EVs, including miRNAs involved in the immune response and macrophage activation, is a feature of Atlantic salmon HKL differentiation. Future studies will seek to improve power by performing validation experiments on a larger cohort of specimens or minimize intra-assay biological variability by using pooled populations of EV material.

HSPs appear to be the best conserved markers of EVs (103) and are present essentially ubiquitously. A study in rainbow trout found increased HSP70 protein expression in exosomes released from hepatocytes following a 1 h heat shock (10). However, cortisol treatment significantly reduced the expression of HSP70 in hepatocyte released exosomes (10). Nevertheless, since Vn96 binds to multiple HSPs, changes to individual proteins will not likely impact the overall number of EVs isolated when cells are similarly healthy. We found that cells in both Day1 and Day 5 HKL cultures were similarly healthy based on visual observations of adherent cultures where there was no change in cell debris seen, the observation that EV concentration and size were similar, and similar amounts of RNA were extracted. In addition, our previous study found that similar amounts of RNA were extracted from the cells and there was an increase in phagocytic ability at Day 5 (47). Therefore, we conclude that Vn96-based isolation is a sound approach. In addition, previous experiments in our lab have found that Vn96 can extract EVs in multiple sequential incubations which suggests that the one incubation performed here is not enough to saturate the capacity of the Vn96. It remains to be determined if different quantities of EVs from healthy compared to highly stressed cells are isolated by Vn96.

### *In Silico* Analysis of DE miRNAs Identified Potential Targets That Are Macrophage and Immune Relevant

We performed *in silico* target prediction analysis to identify putative targets of the DE miRNAs in Day 1 and Day 5 HKL EVs. The identified putative targets included transcription factors, lipid-related genes and immune-related genes that are associated with macrophage function and immune response. Specific examples include the transcription factors *klf2* (a putative target of miR-222cd-3p and miR-221-3p) and *gata3* (a putative target of miR-146a-5p and miR-125b-1-3p). *Klf2* is a negative regulator of monocyte activation and function while *gata3* is involved with the regulation of M2 macrophages (104–106). Lipid-related genes such as fatty acyl-CoA reductase (*facr1*; miR-27b-3p, miR-221-3p, miR-222cd-3p), sterol regulatory element-binding proteins (*srebps*; miR-731-5p, miR-27b-3p) and delta-6 fatty acyl desaturase (*d6fadc* or *fads2;* miR-181a-5p) were also identified as putative targets. In mammals, the lipid-related transcriptome changes dramatically during monocyte to macrophage differentiation, including the levels of *facr1, srebps* and *fads2*, suggesting they play a role in macrophage differentiation and/or function (107, 108). Finally, several immune and inflammation-related genes were also potential targets, including *tnfa* (miR-16a-5p), viperin (alias *rsad2*; miR-222cd-3p and miR-221-3p), granulin (miR-155-5p), *irfg* (miR-27b-3p), and the transcription factors *irf4, irf7* (miR-731-5p) and *irf9* (miR-8156-5p). In addition, monocyte to macrophage differentiation protein (*paqrb*) was a target of the most abundant miRNA (ssa-miR-125b-3p) which was also significantly DE in Day 1 vs Day 5 HKL EVs. It is important to note that many of these targets may likely be false positives (109) and functional assays, such as manipulation of the miRNA of interest, are necessary to prove a potential target.

### Further Studies Are Needed to Elucidate the Function of miRNAs in Fish EVs

Several studies have demonstrated the transfer and uptake of miRNA-containing EVs from multiple cells types, including immune cells [reviewed in (3, 110)]. EV transfer of miRNAs regulates gene expression in the target cell, thereby modulating its function (110). For instance, human monocytes release miR-150 containing EVs which are taken up by endothelial cells prompting cell migration; macrophage-derived EVs transfer miR-233 to monocytes inducing cell differentiation; and T cells release miR-335-containing EVs that are taken up by APS, modulating gene expression (28, 111, 112). The target cells and subsequent effects of HKL-derived EVs on these cells remain unexplored. We identified several immune-related miRNAs packaged in EVs released from HKLs. It is possible that these EVs target other immune cells to regulate their response during both health and disease. However, future studies are required to elucidate the function of fish HKL EVs.

## Conclusion

Very little is known about the biology of fish EVs, their molecular profile or their function. Our previous work identified changes in miRNA expression in Atlantic salmon HKLs as they differentiated during *in vitro* culture (47). Several of the miRNAs identified as being upregulated in Day 5 HKLs (e.g. ssa-miR-146a, ssa-miR-155 and ssa-miR-731) (47) were also identified as upregulated within the EVs derived from Day 5 HKLs by RNA-seq. Then again, the abundance of some miRNAs in EVs were very different to the abundance of miRNAs in HKLs. Together, this indicates that profiling a selection of these miRNAs could both confirm that they originate from HKL EVs (e.g. ssa-miR-125b) and provide useful information about HKL maturation (e.g. expression of ssa-miR-146a, ssa-miR-155 and ssa-miR-731). Used in such a manner, these miRNAs may be useful biomarkers of fish macrophages. Many of the identified miRNAs are also involved in macrophage differentiation and function in both mammals and fish, including ssa-miR-146a and ssa-miR-21a, further suggesting that these miRNAs are involved in immune response and/or macrophage activation. Future studies should focus on functional studies required to test this hypothesis. Thus, our study provides a suitable foundation for future studies on the ability of EVs to serve as indicators of fish immune cell differentiation, activity and their response to stress or disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143360.

## Ethics Statement

The animal study was reviewed and approved by Memorial University of Newfoundland’s Institutional Animal Care Committee (18-01-MR; 14-02-MR).

## Author Contributions

Conceptualization: NS, DA, SLC, and MR. Methodology: NS, SLC, and MR. Software: NS, SC, GW, RA, and NW. Validation: NS. Formal analysis: NS, GW, SC, JL, NC, NW, and RA. Investigation: NS. Resources: SLC, MR, and SL. Data curation: NS, GW, SC, SL, NW, and RA. Writing—original draft preparation: NS. Writing—review and editing: NS, GW, SC, NW, JL, NC, DA, RA, SL, MR, and SLC. Visualization: NS. Supervision: MR and SLC. Project administration: NS, SLC, and MR. Funding acquisition, MR and SLC. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by a Memorial University of Newfoundland Seed grant to SLC (212779), a Natural Sciences and Engineering Research Council of Canada (NSERC) Discovery Grant to MR (341304-2012), a NSERC Discovery Grant to SLC (2017-04630), a Norwegian Research Council grant to RA (280839/E40), and a NSERC PGS D fellowship to NS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

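Small RNA of EVs from Atlantic salmon HKLs was measured in 8 libraries, 4 of Day 1 and 4 of Day 5, from the same 4 fish. The authors deposited raw counts, with 1 column per library and 0 columns left unmatched to a library. The submitters' processing notes name Bowtie2 2.2.5, featureCounts 1.4.6-p4 and edgeR 3.18.1, whereas the paper's methods describe Cutadapt, STAR, featureCounts and DESeq2 with an index of unique mature miRNAs. Which of these made the deposited counts, and with which build, is not given in the sources used here. The deposited rows are arms of hairpins, 742 in all over 367 hairpins, not the unique mature miRNAs of the paper's tables.

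Rows were summed to mature miRNA names, and 9 rows taken as repeats were left out. Within a hairpin and arm a row was left out where its counts were identical to those of another. Between hairpins it was left out where its counts were closer to another row's than counting error would give (chi-square distance). The largest of these, of ssa-mir-92a-4, held 9788 counts. The paper's Supplementary Table 3 holds normalized values, from which reads per library were recovered, 99.9% of the values coming out whole within 0.02. The counts of each hairpin's arms were compared with these reads by a log-likelihood ratio, for hairpins with at least 10 counts and a ratio of at least 3, and the arm names were exchanged where the data matched only that way, in 87 hairpins, against 98 that matched as named and 2 undecided. The other 180 hairpins were not tested and kept their names. All 8 libraries correlated best, across 292 shared names, with the library of the same fish and day in that table. The summing, the exchange and the handling of repeated rows were chosen after the counts had been seen, and the design of the tests had not set them. An alternative was run for each. Names that differ by few bases (ssa-miR-21a-5p and ssa-miR-21b-5p, ssa-miR-10b-5p and ssa-miR-10d-5p, ssa-miR-26a-5p and ssa-miR-26b-5p, members of let-7 and miR-181) can share reads, and the split between them is uncertain. The mature ssa-miR-10d-5p differs from ssa-miR-10b-5p by T1C, counted from the 5′ end of ssa-miR-10b-5p.

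Differences between Day 5 and Day 1 EVs were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr with a minimum count of 5, Benjamini-Hochberg adjustment over the 88 miRNAs kept), with no block for fish. DESeq2 1.42.0 was an alternative. Positive log2 fold changes are higher in Day 5 EVs. The paper's thresholds of an adjusted p under 0.05, a mean count over 20 and a log2 fold change over 1 were applied as a second count. Lists of miRNA families and of families typical of cell types were tested with camera (correlation 0.01, and an estimated correlation) and fry in limma 3.58.1. Shares, totals and clustering were computed in Python 3 with scipy, with two-sided exact permutation tests of 4 libraries against 4, which set the pairing by fish aside (a paired sign-flip test of 4 fish cannot give a p under 0.125). The test, its alternatives, the lists and the rule for named miRNAs were fixed before the data were examined, but the paper's own tables, with values per fish, had been read by then. The named miRNAs are those the paper names from these data, up to 10 in each direction with the largest DE change that had the same sign in all 4 fish, and members of any list past its test, of which there were 0 with camera.

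Same-numbered libraries come from the same fish, as the labels and the paper's Supplementary Table 1 give them, so the numbers pair the libraries. The deviations of the Day 1 and Day 5 library of a fish from their day's mean correlated across 88 miRNAs at -0.32, 0.20, -0.10 and -0.05 in Fish 1 to Fish 4. The fit with fish as a replicate block was an alternative. Other alternatives were other scalings (DESeq2 size factors, library size alone, library size without ssa-miR-125b-1-3p, and ssa-miR-30b-5p with ssa-miR-142a-3p), a minimum count of 10, no filter, and leaving out each library and each fish. With no filter the standard errors took little account of variation between fish. Those of ssa-miR-2188-3p and ssa-miR-731-5p were both 0.40, against 1.08 and 0.35 with the filter. Alternatives added later were the deposited rows each on its own, the deposited arm names, both arms summed, repeated rows counted each time, all libraries thinned to 8973 counts, the fit without the Day 5 libraries of Fish 1 and Fish 4, and the reads recovered from the paper's table.

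Data were simulated from the means, library sizes and fitted dispersions of the 88 miRNAs by independent draws, with 40 miRNAs changed, as many up as down. On these data the edgeR test found 23.1% of 2-fold and 87.0% of 4-fold changes, and 2.71% of its calls were false. With no change it called a median of 0 and at most 1. At 8973 to 48120 counts per library, changes of 2-fold are thus often missed. The real calls, 10 higher and 4 lower, were fewer and less balanced, so 2.71% is not an error rate for them. Target prediction, RT-qPCR and particle measurements were not analysed here. The mature ssa-miR-155-5p and ssa-miR-222cd-3p had no name of their own among those used and were not analysed here under their names in the deposited counts. The name ssa-miR-222b-3p held 1154 counts more than the reads recovered for it, so reads of other miR-222 forms may be counted there.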

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

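All tests of explanations in this part were chosen after the result was seen. Of 66 groups of 4 libraries tested for a value far from the rest, 3 held one, where chance gives about 5% of groups. The normalized count of ssa-miR-17-5p in Fish 4 at Day 1 was 38.4, against 19.3 to 22.1 in the other Day 1 libraries. For ssa-miR-21b-3p it was 63.9 in Fish 4 at Day 5, against 28.4 to 32.7, and for ssa-miR-22a-3p it was 626 in Fish 3 at Day 1, against 420 to 446.

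Higher at Day 5 and not discussed by the paper were ssa-miR-146a-3p (log2 fold change 3.25), ssa-miR-21b-3p (2.53, adjusted p = 0.00972), ssa-miR-203a-3p (2.96, adjusted p = 0.0289) and ssa-miR-146b-5p (2.05, adjusted p = 0.0289), all from edgeR's quasi-likelihood test and each higher in all 4 fish. The first 2 also pass the paper's 3 thresholds in its Supplementary Table 3, where the first is named ssa-miR-146a-1-2-3p. The calls of ssa-miR-146a-3p and ssa-miR-21b-3p held without any 1 library and were lost without Fish 1 or Fish 2 (adjusted p of up to 0.0576 and 0.0842). That of ssa-miR-203a-3p was lost without the Day 1 library of Fish 1, Fish 2 or Fish 3, without the Day 5 library of Fish 4 and without Fish 1 or Fish 2 (edgeR adjusted p of up to 0.150), and that of ssa-miR-146b-5p without the Day 1 library of Fish 1, Fish 2 or Fish 4 and without Fish 1, Fish 2 or Fish 4 (edgeR adjusted p of up to 0.156). Both were lost with library size alone (0.0708). Without 1 library or fish the log2 fold change ranged from 2.22 to 4.55 for ssa-miR-203a-3p and from 2.19 to 3.16 for ssa-miR-21b-3p. The reads recovered from the paper's Supplementary Table 3 hold 11 of ssa-miR-203a-3p, 5 at Day 1 and 6 at Day 5, against 136 deposited counts, 10 of them at Day 1, so of these tables only the deposited one shows the rise.

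Of the 35 splits of the 8 libraries into 4 and 4, 1 split, the real one, gave as many as 14 DE miRNAs and the highest other gave 1, and for the 10 at the 3 thresholds 1 split again reached the number and the highest other gave 1. These 35 set the pairing of the libraries aside. The 8 splits that part every fish keep it and are too few for a share under 0.05; in them the real split gave 14 and the highest other 0, and the remaining splits put both libraries of some fish in 1 group. After thinning every library to 8973 counts, the fold changes of the called miRNAs kept a median ratio of 0.955 to their former size, the lowest being 0.890. Random thinning leaves the expected share of each miRNA unchanged, so this ratio cannot tell whether the higher counts at Day 5 caused the fold changes. A median of 10.5 miRNAs passed after thinning (6 to 21 over 20 draws, 8 of the 14 kept in the median). Culture time and miRNA counts per library go together in the libraries as deposited.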

How the results depend on the processing

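Tests on the deposited rows, arm names, summed arms, repeated rows, thinned libraries, recovered reads and the fit without the Day 5 libraries of Fish 1 and Fish 4 were chosen after the data were seen. Of 651 values of named miRNAs under the alternatives set earlier, 496 kept their direction and side of the threshold, 93 lost a call, 48 gained one and 14 changed sign. The cause of these changes was not tested. With fish as a replicate block, ssa-miR-221-3p lost its call (edgeR adjusted p = 0.0796), ssa-let-7j-5p gained one (0.0431) and no other call changed, and 14 miRNAs were DE.

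The 14 DE miRNAs became 22 with DESeq2 (11 higher, 11 lower), 24 with no filter, 25 and 32 on recovered reads with edgeR and DESeq2, 2 without the Day 5 libraries of Fish 1 and Fish 4, and 1 to 21 when a library or a fish was left out. The fit with no filter takes little account of variation between fish, as described above. The 10 at the 3 thresholds became 17 with no filter, 16 and 21 on recovered reads, 2 without those Day 5 libraries, 6.5 after thinning, and 1 to 14 when a library or a fish was left out. The 0 lists past camera (0 of 15, with 4 at an unadjusted p under 0.05) became 1 when scaled to ssa-miR-30b-5p and ssa-miR-142a-3p, 1 with a minimum count of 10, 3 with no filter, 1 with a replicate block in DESeq2, 3 on deposited rows, 2 with deposited arm names, 2 with summed arms, 1 without those Day 5 libraries, 4 and 2 on recovered reads, and 0 to 2 when a library or a fish was left out. With an estimated correlation 0 lists passed, also without any 1 library or fish. The fry test passed 4, and it looks for a common up or down shift of a list, not against the other miRNAs. The 277 miRNAs detected became 174 with at least 5 counts, 122 with a count in every library of 1 day, and 264 to 276 without 1 library.

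The share difference of ssa-miR-125b-1-3p was -0.0273 to -0.0111 percentage points without 1 library; its share was 0.0157% to 0.0318% at Day 1 and 0.000693% to 0.00610% at Day 5, and 0.0185% to 0.0376% and 0.000809% to 0.00714% of the top 20. Between 9 and 12 miRNAs passed 2% at Day 1 and 10 to 12 at Day 5 in these fits, and the clustering kept all 8 libraries with their day in every alternative run.

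Changes of sign concerned only results with no call. The log2 fold change of ssa-miR-22a-3p was -0.14 with library size alone and without ssa-miR-125b-1-3p, and -0.036 with a replicate block in DESeq2. Scaled to the RT-qPCR normalizers it was 0.27 for ssa-let-7e-5p, 0.25 for ssa-miR-142a-3p and 0.12 for ssa-miR-92a-3p. With deposited arm names it was 0.30 for ssa-miR-142a-3p, a name that then holds counts of the other arm. It was -0.14 for ssa-miR-10d-5p and -0.17 for ssa-miR-148a-3p without the Day 5 libraries of Fish 1 and Fish 4, and on recovered reads 0.019 and 0.071 for ssa-let-7e-5p, 0.80 and 0.86 for ssa-miR-142a-3p and 0.0080 for ssa-miR-92a-3p. Without 1 library or fish the ranges were -0.36 to 0.0062 for ssa-let-7e-5p, -0.48 to 0.26 for ssa-miR-142a-3p, -0.25 to 0.62 for ssa-miR-22a-3p and -0.40 to 0.037 for ssa-miR-92a-3p.

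Lists that changed direction had these camera adjusted p: miR-19/25/92 0.974 with no filter, miR-181 0.992 and leukocyte 0.992 with a replicate block, miR-181 0.990 with a replicate block in DESeq2, leukocyte 0.952 on deposited rows, 0.746 and 0.975 on recovered reads (with fry, whose adjusted p is not camera's, 0.888), and miR-10/99/100 0.533 and miR-30 0.896 without those Day 5 libraries. Without 1 library or fish they were 0.422 to 0.995 for let-7, 0.767 to 0.994 for leukocyte, 0.508 to 0.994 for miR-10/99/100 and 0.483 to 0.994 for miR-181.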

Differences from the paper's values

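Each pair gives the paper's value first. A count or share is said to differ where one value is more than 1.5 times the other, and a share only where it is also further from the paper's than the SD of the 4 libraries. A fold change differs where the signs differ or the gap exceeds the standard error from edgeR in the fit on all libraries. Values said not to differ are within these limits, not equal. The library with fewest miRNA reads held 22364 in the paper and 8973 counts here, with no alternative to compare. These are different libraries: the paper's is the Day 1 library of Fish 1, with 13092 counts here, and the one here is the Day 1 library of Fish 3, with 26213 reads in the paper. The paper detected 479 miRNAs and 277 were found here (122 to 276 in 10 alternatives set before the data were examined, all of which differ), while the paper's Supplementary Table 3 lists 496 with a read. Above 2% at Day 1 the paper counts 6 miRNAs and 11 were found here; of 5 alternatives, 9 without the Day 1 library of Fish 4 does not differ.

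The share of ssa-miR-125b-1-3p is 45% at Day 1 and 14% at Day 5 in the paper, and 0.0257% and 0.00457% here. Of the 20 most abundant miRNAs it is 52.7% and 16.9% in the paper, and set against their counts 0.0303% and 0.00534% here. All 5 alternatives of each differ. The paper names this miRNA as the most abundant, whereas ssa-miR-21b-5p was so here.

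Shares in the paper's Supplementary Table 4 differ for ssa-miR-21b-5p (the paper's 8.38% and 24.1% here at Day 1, 13.8% and 24.8% at Day 5), ssa-miR-26a-5p (2.11% and 4.76% at Day 1, 1.64% and 2.78% at Day 5) and, at Day 1, ssa-miR-92a-3p (6.41% and 13.1%), ssa-miR-181a-5p (2.94% and 6.08%), ssa-let-7a-5p (1.81% and 3.77%), ssa-miR-22a-3p (1.49% and 2.61%) and ssa-let-7e-5p (1.88% and 3.90%). All 5 alternatives of each differ. With ssa-miR-125b-1-3p left out of the paper's total, a comparison chosen after seeing the values, 7 of these 9 shares do not differ: the paper's become at Day 1 11.7% for ssa-miR-92a-3p, 5.36% for ssa-miR-181a-5p, 3.30% for ssa-let-7a-5p, 3.85% for ssa-miR-26a-5p, 2.71% for ssa-miR-22a-3p and 3.43% for ssa-let-7e-5p, and at Day 5 1.90% for ssa-miR-26a-5p. Those of ssa-miR-21b-5p (15.3% and 16.0%) still differ, and those of ssa-miR-21a-5p (11.0% and 11.8%, with 5.72% and 7.05% here) then do as well.

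At its 3 thresholds the paper has 19 DE miRNAs, 13 higher and 6 lower at Day 5, and 10, 8 and 2 were found here. In the paper's Supplementary Table 3, 21 miRNAs pass these thresholds, 15 higher and 6 lower: 18 of the 19, without ssa-miR-16a-5p (adjusted p = 0.0533 from DESeq2), and 3 more, among them ssa-miR-146a-1-2-3p and ssa-miR-21b-3p. Of 21 alternatives set before the data were examined, 7 do not differ for the total: DESeq2, DESeq2 size factors in edgeR, a minimum count of 10, no filter, and leaving out the Day 1 library of Fish 1 or the Day 5 library of Fish 2 or of Fish 3. For the higher miRNAs 6 do not differ (scaling to the RT-qPCR normalizers, a minimum count of 10, no filter and the same 3 libraries left out). For the lower 12 do not differ: DESeq2, DESeq2 size factors, both library size scalings, a minimum count of 10, no filter, the replicate block in DESeq2, and leaving out the Day 1 library of Fish 1 or Fish 3, the Day 5 library of Fish 2 or Fish 3, or Fish 3. The remaining alternatives differ.

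Of the paper's 19 DE miRNAs, 14 could be tested here, all 14 with the paper's sign, and 8 were DE. Of those that were not, ssa-miR-148a-3p passed an adjusted p of 0.05 with DESeq2, with scaling to the RT-qPCR normalizers and with no filter, ssa-miR-10b-5p with no filter, and ssa-let-7a-5p with a minimum count of 10. Both ssa-miR-16a-5p and ssa-miR-210-3p passed with DESeq2, with DESeq2 size factors, with library size alone and without ssa-miR-125b-1-3p, with no filter, with a replicate block in DESeq2 and with deposited arm names, and ssa-miR-210-3p also with a minimum count of 10. Leaving out the Day 5 library of Fish 2 called ssa-miR-148a-3p, ssa-miR-10b-5p, ssa-miR-16a-5p and ssa-miR-210-3p, the Day 5 library of Fish 3 or Fish 3 called ssa-miR-148a-3p and ssa-miR-10b-5p, Fish 3 also ssa-miR-16a-5p, the Day 1 library of Fish 1 ssa-let-7a-5p and ssa-miR-210-3p, and the Day 1 library of Fish 3 ssa-miR-210-3p. On reads recovered from the paper's Supplementary Table 3, an alternative chosen after seeing the values, edgeR called 13 of the paper's 19 and dropped 6, and called ssa-miR-155-5p, ssa-miR-27b-3p, ssa-miR-222cd-3p, ssa-miR-125b-1-3p and ssa-miR-8156-5p. On the same reads DESeq2 also called ssa-miR-148a-3p, ssa-miR-10d-5p, ssa-miR-10b-5p, ssa-let-7a-5p, ssa-miR-16a-5p and ssa-miR-210-3p.

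Of 30 log2 fold changes compared with the paper's Supplementary Table 3, 26 have the same sign. Those that differ are ssa-let-7e-5p (0.091 in the paper and -0.059 here), ssa-miR-10d-5p (1.47 and 0.78), ssa-miR-142a-3p (0.88 and -0.084), ssa-miR-203a-3p (-0.34 and 2.96), ssa-miR-21b-5p (0.69 and 0.47), ssa-miR-26b-5p (-0.60 and -1.14) and ssa-miR-92a-3p (0.039 and -0.12). Scaling to the RT-qPCR normalizers does not differ for ssa-let-7e-5p, ssa-miR-10d-5p, ssa-miR-21b-5p, ssa-miR-26b-5p and ssa-miR-92a-3p. Leaving out a library or fish does not differ for ssa-let-7e-5p (Day 5 of Fish 4), ssa-miR-10d-5p (Day 1 of Fish 1, Day 5 of Fish 3), ssa-miR-21b-5p (Day 5 of Fish 4, Fish 4), ssa-miR-26b-5p (Day 1 of Fish 4, Day 5 of Fish 4, Fish 4) and ssa-miR-92a-3p (Day 1 of Fish 2, Day 5 of Fish 3). The remaining alternatives, and all 21 for ssa-miR-142a-3p and ssa-miR-203a-3p, differ.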

Other observations

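Tests of explanations in this part were all chosen after the result was seen, while the lists were set earlier. Of the families not described at a claim, the miR-26 family took 6.81% ± 2.39 (SD, n = 4) of the miRNA counts at Day 1 and 3.46% ± 1.11 (SD, n = 4) at Day 5 and was lower at Day 5 in all 4 fish (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over 8 families). Of its 2 members 0 passed edgeR's adjusted p (1 fell when adjusted over the list alone, 1 at an unadjusted p under 0.05, 1 with DESeq2; camera adjusted p = 0.364). The miR-26 member ssa-miR-26b-5p had a log2 fold change of -1.14 (adjusted p = 0.0541 from edgeR, 0.0154 from DESeq2, range 0.0154 to 0.183 over the other scalings, count filters and models (edgeR or DESeq2) on all libraries), and passed edgeR without the Day 1 library of Fish 1 or Fish 3 or the Day 5 library of Fish 2 or Fish 3 (adjusted p = 0.0440 to 0.0493). In edgeR no member passed in the lists miR-19/25/92 (5 members, camera adjusted p = 0.486), miR-15/16 (4 members, 0.355), miR-30 (6 members, 0.854), leukocyte (4 members, 0.854) and stromal and endothelial (2 members, 0.815), with 0 in each also when adjusted over the list alone. At an unadjusted p under 0.05 there were 1, 1, 1, 0 and 0 members in these lists, and DESeq2 called 1, 1, 0, 0 and 0. The leukocyte list had a median log2 fold change of 0.18, a mean of -0.03 and a camera direction of down, so these differ in sign. In miR-10/99/100, 0 of 4 members passed edgeR (1 rose and 1 fell when adjusted over the list alone, 2 at an unadjusted p under 0.05, 1 with DESeq2; camera adjusted p = 0.854). Over the 88 miRNAs of the edgeR test, 34 had an unadjusted p under 0.05.

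With camera, 0 of 15 lists passed an adjusted p of 0.05 (4 at an unadjusted p under 0.05, and 0 with an estimated correlation). The fry test, of a common up or down shift of a list, passed 4. The smallest camera p was 0.00435, and 20 of the 35 splits of the libraries gave a list p as small, the smallest other being 1.3e-07, so chance cannot be excluded for the lists. Of the lists of other cell types, 0 erythroid, muscle and neural members were tested, 1 epithelial member rose (ssa-miR-203a-3p, also when adjusted over the list alone) and so did 1 of liver and gut (ssa-miR-122-5p, also when adjusted over the list alone).

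The rise of ssa-miR-122-5p at Day 5 was uneven, with normalized counts 11.3, 13.8, 1.02 and 193.7 times those at Day 1 in Fish 1 to Fish 4, and 36, 17, 9 and 10 counts at Day 1 against 1281, 286, 23 and 2151 at Day 5. Its call was lost without the Day 1 library of Fish 4 and without Fish 1, Fish 2 or Fish 4 (edgeR adjusted p of up to 0.0825). It was over 1.5 times higher at Day 5 in 3 of 4 fish. This leaves open both time in culture and bovine serum vesicles, each of which would be expected in all 4. The paper put the cells of both days in vesicle-free medium before collection, a step meant to remove the serum vesicles. Until that step the Day 5 cells were kept in regular serum medium, which the Day 1 cells had left soon after plating. Exposure to regular serum and day therefore cannot be told apart. RNA of liver or gut cells in the Day 5 cultures may also contribute, although the cells were adherent leukocytes from a density gradient. The share of ssa-miR-192a-5p and ssa-miR-192b-5p, also liver and gut miRNAs, was 10.3 times higher at Day 5 (78 against 3 counts, exact 95% interval 3.41 to 51.2, counting error only). It passed Fisher's exact test in 2 of 4 fish. In Fish 2 (8 counts against 1) and Fish 3 (3 against 0) the counts were too few for a failure to argue against this. In Fish 1 to Fish 4 at Day 5 the miR-192 names had 38, 8, 3 and 29 counts and ssa-miR-148a-3p a share of 0.335%, 0.105%, 0.0342% and 0.952%, lowest in Fish 3 as for ssa-miR-122-5p, but 4 fish are too few to test this relation and none of these miRNAs separates serum from fish RNA, so the source stays open.

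In the paper's Supplementary Table 3, 72462 recovered reads belong to ssa-miR-125b-1-3p, against 17 deposited counts. Other miR-125 names and arms held 59 counts, which argues against the reads being counted there. No single other name held as many, the highest being ssa-miR-21b-5p with 44216. A candidate explanation is that the alignment behind the deposited counts left out some sequences: of 77 names with at least 100 recovered reads, 5 kept under 5% of them (ssa-miR-125b-1-3p, ssa-miR-183-5p, ssa-miR-8156-5p, ssa-miR-8162-5p and ssa-miR-92b-5p). This stays open because the alignment was not analysed here, and no biological explanation was tested, as both tables are of the same libraries.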
